# Two-way learning with one-way supervision for gene expression data

**DOI:** 10.1186/s12859-017-1564-5

**Published:** 2017-03-04

**Authors:** Monica H. T. Wong, David M. Mutch, Paul D. McNicholas

**Keywords:** Biclustering, Biomarker discovery, Finite mixture models, Microarray gene expression, Surrogate tissue

## Abstract

**Background:**

A family of parsimonious Gaussian mixture models for the biclustering of gene expression data is introduced. Biclustering is accommodated by adopting a mixture of factor analyzers model with a binary, row-stochastic factor loadings matrix. This particular form of factor loadings matrix results in a block-diagonal covariance matrix, which is a useful property in gene expression analyses, specifically in biomarker discovery scenarios where blood can potentially act as a surrogate tissue for other less accessible tissues. Prior knowledge of the factor loadings matrix is useful in this application and is reflected in the one-way supervised nature of the algorithm. Additionally, the factor loadings matrix can be assumed to be constant across all components because of the relationship desired between the various types of tissue samples. Parameter estimates are obtained through a variant of the expectation-maximization algorithm and the best-fitting model is selected using the Bayesian information criterion. The family of models is demonstrated using simulated data and two real microarray data sets. The first real data set is from a rat study that investigated the influence of diabetes on gene expression in different tissues. The second real data set is from a human transcriptomics study that focused on blood and immune tissues. The microarray data sets illustrate the biclustering family’s performance in biomarker discovery involving peripheral blood as surrogate biopsy material.

**Results:**

The simulation studies indicate that the algorithm identifies the correct biclusters, most optimally when the number of observation clusters is known. Moreover, the biclustering algorithm identified biclusters comprised of biologically meaningful data related to insulin resistance and immune function in the rat and human real data sets, respectively.

**Conclusions:**

Initial results using real data show that this biclustering technique provides a novel approach for biomarker discovery by enabling blood to be used as a surrogate for hard-to-obtain tissues.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12859-017-1564-5) contains supplementary material, which is available to authorized users.

## Background

With the introduction of personalized medicine, the discovery of novel biomarkers via “omics” research plays a critical role in its advancement [1]. A biomarker is defined as “a characteristic that is objectively measured and evaluated as an indicator of normal biological processes, pathogenic processes, or pharmacologic responses to a therapeutic intervention” [2]. The behaviour of a biomarker is expected to vary among individuals, thereby allowing treatment to be “personalized” depending on that individual’s (predicted) response. The ideal diagnostic tool is minimally invasive, leading researchers to investigate the use of peripheral blood cells as surrogate biopsy material, since blood is more easily accessible. The assumption is that the molecular profile of peripheral blood reflects a global overview of the physiological events occurring in different tissues throughout the body [3].

When gene expression microarrays are used for biomarker discovery, the subset of identified genes acts as the set of biomarkers [4, 5]. Returning to the idea of peripheral blood as surrogate material, a gene that exhibits correlated expression profiles in blood and a given tissue (but not other tissues) may be a biomarker of interest. In this scenario, the genes act as the observations and the blood and tissues (the samples) act as the variables. A data point in the microarray data set is thus an intensity value corresponding to a specific gene in a sample. One popular way of identifying these subsets of correlated genes across the blood and the given tissue is via clustering techniques [6].

One-way clustering methods can be restrictive in certain applications. It is not always the case that the groups of patterns found in the observations are homogeneous across all the variables; rather, it could be the case that only a subset of the variables possesses these groupings. With gene expression data, if the samples are the variables and the researcher hypothesizes that there exists homogeneous groups of samples, this would be useful information for the algorithm to have. A popular example is the discovery of leukaemia tumour subtypes based on gene expression [7]. Consequently, biclustering techniques have been developed to address this recurring issue. Biclustering, first explored by Hartigan [8], clusters both rows and columns simultaneously and results in biclusters.

Biclustering is a useful technique when the researcher suspects biclusters of variables and observations in the data, but does not understand what properties of the variables define the biclusters. For instance, in the leukaemia tumour subtype analysis, researchers initially would not have known the classes of each tumour sample (see [7] for a discussion). Here, biclustering could help to reveal these subtypes more efficiently, as done by Kluger et al. [9] for example. However, researchers may desire that the observations within biclusters satisfy a particular relationship among the variables; the biclustering method would then be one-way supervised. This technique is particularly relevant for the blood biomarker discovery application mentioned earlier. One-way supervision is effective because the researcher specifically requires a prominent relationship between the samples of blood and the samples of the tissue of interest with respect to the expression profile of a subset of genes. Additionally, the researcher explicitly requires that the expression profiles of that same subset of genes to have no relationship between the previously mentioned samples and the rest of the samples in the data set. In this way, the resulting biclusters would contain a subset of genes that is strictly correlated within blood and the tissue of interest only.

### Model-based clustering

Cluster analysis identifies homogeneous groups that are relevant within a population. It is an unsupervised technique because it does not utilize existing labels to find the best homogeneous groups among a set of observations, which reflects common real-life scenarios because observations are not usually accompanied by hints about their true groupings with respect to the variables. Some popular clustering techniques include methods such as hierarchical clustering [10], *k*-means clustering [11], and model-based clustering (see [12] for an in-depth discussion).

In model-based clustering, group membership is estimated using a parametric finite mixture model, which can be denoted

1 $$ f(\mathbf{x}\mid\boldsymbol{\vartheta}) = \sum\limits_{g=1}^{G} \pi_{g}f_{x}\left(\mathbf{x}\mid\boldsymbol{\theta}_{g}\right),  $$

where *π*_*g*_∈(0,1], such that $\sum _{g=1}^{G} \pi _{g} = 1$, is the mixing proportion for component *g*, *f*_*x*_(**x**∣***θ***_*g*_) is the density of a multivariate random variable **X** with parameters ***θ***_*g*_, and ***𝜗***=(*π*_1_,…,*π*_*G*_,***θ***_1_,…,***θ***_*G*_). Frequently, the finite Gaussian mixture model is used because of its mathematical tractability. This density is given by

2 $$ f(\mathbf{x}\mid\boldsymbol{\vartheta}) = \sum\limits_{g=1}^{G} \pi_{g}\phi\left(\mathbf{x}\mid\boldsymbol{\mu}_{g}, \boldsymbol{\Sigma}_{g}\right),  $$

where *ϕ*(**x**∣***μ***_*g*_,***Σ***_*g*_) is the density of a multivariate Gaussian random variable **X** with mean ***μ***_*g*_ and covariance matrix ***Σ***_*g*_. An overview of model-based clustering is given by McNicholas [13].

### Parsimonious Gaussian mixture models

The factor analysis model [14], assumes that a *p*-dimensional random vector **X**_*i*_ can be modelled using a *q*-dimensional vector of latent factors **U**_*i*_, where *q*<*p*. Factor analysis allows for a decrease in the number of parameters, which is useful in high-dimensional data cases. The model can be written as

3 $$ \mathbf{X}_{i} = \boldsymbol{\mu} + \boldsymbol{\Lambda U}_{i} + \boldsymbol{\epsilon}_{i},  $$

where ***Λ*** is a *p*×*q* matrix of factor loadings, the latent factors **U**_*i*_∼*N*(**0**,**I**_*q*_) are independent, and the errors ***ε***_*i*_∼*N*(**0**,***Ψ***) are independently distributed and independent of the **U**_*i*_, where ***Ψ*** is a diagonal noise matrix with dimensions *p*×*p*. Thus, **X**_*i*_∼*N*(***μ***,***Λ*** ***Λ*** ^′^+***Ψ***). In the mixture of factor analyzers (MFA) model, different factor analysis models are allowed in different regions of the feature subspace, using the density of a Gaussian mixture model with covariance structure ***Σ***_*g*_=***Λ***_*g*_ ***Λ*** *g*′+***Ψ*** [15] or ***Σ***_*g*_=***Λ***_*g*_ ***Λ*** *g*′+***Ψ***_*g*_ [16]. The mixture of probabilistic principal components analysis (PPCA) model [17] is a special case of the MFA model from [16] in that it adds the assumption that the noise matrix is isotropic so that ***Ψ***_*g*_=*ψ*_*g*_ **I**_*p*_. The parsimonious Gaussian mixture model (PGMM) family [18] allows combinations of the constraints: ***Λ***_*g*_=***Λ***, ***Ψ***_*g*_=***Ψ***, and ***Ψ***_*g*_=*ψ*_*g*_ **I**_*p*_ within the MFA model, resulting in a family of eight models.

### Model-based biclustering

A recent review of biclustering on expression data by Pontes et al. [19] classifies the methods using various taxonomies. One taxonomy is based on bicluster structure, specifically whether or not the genes and/or samples must be assigned to a bicluster (exhaustivity) and whether or not the genes and/or samples can be assigned to multiple biclusters (exclusivity). When considering blood biomarker discovery, an implicit property of the biomarker is that its expression profile is highly correlated between the blood and tissue of interest, and distinct from the rest of the tissues; indicating a unique biomarker for that tissue. Thus, the researcher would be interested in samples that are assigned to one bicluster only, in other words, non-overlapping column-exclusive biclusters. Examples of existing biclustering methods that adopt this property are plaid models developed by Lazzeroni and Owen [20], biclustering via Gibbs sampling developed by Sheng et al. [21], and Bayesian biclustering developed by Gu and Liu [22]. These are also examples of non metric-based probabilistic biclustering methods, based on another taxonomy provided in the review. The reader is referred to the review paper by Pontes et al. [19] for a structured and detailed discussion on the available biclustering methods.

Under the probabilistic framework, Martella et al. [23] propose a modified MFA technique for high-dimensional data for simultaneously clustering observations and variables. Variable cluster membership is represented by a binary row-stochastic matrix, which can be estimated via

$${}\begin{aligned} \hat{\boldsymbol{\Lambda}}_{g} = \left\{\lambda_{gjl}\right\} = \left\{\begin{array}{ll} 1 & \text{if}~Q(\cdot,\lambda_{gjl}=1) = \text{max}_{h}Q(\cdot,\lambda_{gjh}=1),\\ 0 & \text{otherwise}, \end{array}\right. \end{aligned} $$

where *j*=1,…,*p*, *h,l*=1,…,*q*, *g*=1,…,*G*, and *Q* is the expected complete-data log-likelihood. We have **X**_*i*_=***μ***_*g*_+***Λ***_*g*_ **U**_*ig*_+***ε***_*ig*_ with probability *π*_*g*_. In this case, **U**_*ig*_∼*N*(**0**,**I**_*q*_) and **X**_*i*_∼*N*(***μ***_*g*_,***Λ***_*g*_ ***Λ*** *g*′+***Ψ***_*g*_). This particular form of factor loadings matrix results in a block-diagonal covariance matrix which is especially suitable in the biclustering framework because it models the grouped nature of the variables. Additionally, it results in the non-overlapping biclusters that are useful in blood biomarker discovery. Constraining or not constraining the covariance parameters across clusters leads to a family of four models. This family will be referred to as MFABC from this point forward. The remainder of this paper describes a one-way supervised biclustering technique and its application to simulated and real data.

## Methods

### Covariance structure

To accommodate biclustering we set the factor loadings matrix to be binary row-stochastic. To allow for supervision along the variable dimension, we provide the structure of this matrix to the algorithm. In our gene expression analysis case, the variables are the samples, thus we are setting a relationship between the samples in the data set and providing it to the algorithm during initialization and take it as constant. Constraints can be imposed or not on ***Λ***_*g*_, ***Ψ***_*g*_, and ***Ψ***_*g*_=*ψ*_*g*_ **I**_*p*_ to create a family of eight one-way-supervised Gaussian mixture models for biclustering (Table 1), which will be referred to as OSGaBi (**o**ne-way **s**upervised **Ga**ussian **bi**clustering) hereafter.

**Table 1:** Properties of the OSGaBi family

Model nomenclature			Covariance structure (***Σ***_*g*_)	Covariance parameters
***Λ***_*g*_=***Λ***	***Ψ***_*g*_=***Ψ***	***Ψ***_*g*_=*ψ*_*g*_ **I**_*p*_		
C	C	C	***Λ*** ***Λ*** ^′^+*ψ* **I**_*p*_	1
C	C	U	***Λ*** ***Λ*** ^′^+***Ψ***	*p*
C	U	C	***Λ*** ***Λ*** ^′^+*ψ*_*g*_ **I**_*p*_	*G*
C	U	U	***Λ*** ***Λ*** ^′^+***Ψ***_*g*_	*Gp*
U	C	C	***Λ***_*g*_ ***Λ*** *g*′+*ψ* **I**_*p*_	1
U	C	U	***Λ***_*g*_ ***Λ*** *g*′+***Ψ***	*p*
U	U	C	***Λ***_*g*_ ***Λ*** *g*′+*ψ*_*g*_ **I**_*p*_	*G*
U	U	U	***Λ***_*g*_ ***Λ*** *g*′+***Ψ***_*g*_	*Gp*

The nomenclature, covariance structure, and number of covariance parameters for each member of the OSGaBi family. C, constrained; U, unconstrained

### Parameter estimation

This section provides the mathematical details required to compute the parameter estimates for the eight members of the OSGaBi family, with a focus on the CUU model because it is the most appropriate model for the application presented previously and later in the Application section. The expectation-maximization (EM) algorithm [24] is an iterative procedure for computing the maximum likelihood estimates (MLE) when data are incomplete or treated as such. The EM algorithm is based on the complete-data, which consist of both observed and missing data. The algorithm begins with the expectation step (E-step), where the expected value of the complete-data log-likelihood (*Q*) is computed conditional on the current parameter estimates. In the maximization step (M-step), *Q* is maximized with respect to the model parameters. These two steps are repeated until convergence.

The alternating expectation-conditional maximization (AECM) algorithm [25] incorporates a series of conditional maximization (CM) steps instead of a single M-step and also allows for different specification of the complete-data at each stage. This algorithm is used for parameter estimation for the MFA model, the PGMM family, and the MFABC family. It will also be used for the OSGaBi family.

For convenience, the following notation is adopted. We denote the observed data as **x** and the unobserved latent parameters as **U**_*i*_=(**U**_*i*1_,…,**U**_*iG*_). We denote the missing group memberships as **z**_*i*_, where

$$z_{ig} = \left\{\begin{array}{ll} 1 & \text{if observation}\, i\, \text{belongs to component}\, {g},\\ 0 & \text{otherwise}, \end{array}\right. $$

for *i*=1,…,*n*, *g*=1,…,*G*.

In the first cycle of the AECM algorithm, (**x**_*i*_,**z**_*i*_) are the complete-data, where *i*=1,…,*n*. During the CM-step, *π*_*g*_ and ***μ***_*g*_ are updated. During the E-step, the *z*_*ig*_ are replaced by their expected values

$${}\begin{aligned} \mathbb{E}[\!Z_{ig}\mid\hat{\pi}_{g},\hat{\boldsymbol{\mu}}_{g},\hat{\boldsymbol{\Lambda}}_{g},\hat{\boldsymbol{\Psi}}_{g}] \! = \! \frac{\hat{\pi}_{g}\phi(\mathbf{x}_{i}\mid\hat{\boldsymbol{\mu}}_{g},\hat{\boldsymbol{\Lambda}}_{g},\hat{\boldsymbol{\Psi}}_{g})}{\sum_{h=1}^{G}\hat{\pi}_{h}\phi(\mathbf{x}_{i}\mid\hat{\boldsymbol{\mu}}_{h},\hat{\boldsymbol{\Lambda}}_{h},\hat{\mathbf{\Psi}}_{h})} \! = : \hat{z}_{ig} \end{aligned} $$

leading to the calculation of the expected value of the complete-data log-likelihood, *Q*_1_. In the CM-step, *Q*_1_ is maximized to give

$$\hat{\pi}_{g} = \frac{n_{g}}{n}$$

and

$$\hat{\boldsymbol{\mu}}_{g} = \frac{\sum_{i=1}^{n} \hat{z}_{ig}\mathbf{x}_{i}}{n_{g}}, $$

where $n_{g} = \sum _{i=1}^{n} \hat {z}_{ig}$.

In the second cycle of the AECM algorithm, (**x**_*i*_,**z**_*i*_,**U**_*i*_) are the complete-data. During this CM-step, ***Ψ***_*g*_ is updated. During this E-step, *z*_*ig*_ are replaced by $\hat {z}_{ig}$ and **U**_*ig*_ and **U**_*ig*_ **U** *ig*′ are replaced by

4 $$ {}\begin{aligned} \mathbb{E}\left[\mathbf{U}_{ig}\mid\mathbf{x}_{i},\boldsymbol{\mu}_{g},\boldsymbol{\Lambda},\boldsymbol{\Psi}_{g}\right] & = \boldsymbol{\beta}_{g}\sum\limits_{i=1}^{n} \hat{z}_{ig}(\mathbf{x}_{i}-\boldsymbol{\mu}_{g}),\\ \mathbb{E}\left[\mathbf{U}_{ig}\mathbf{U}'_{ig}\mid\mathbf{x}_{i},\boldsymbol{\mu}_{g},\boldsymbol{\Lambda},\boldsymbol{\Psi}_{g}\right] & = \mathbf{I}_{q}-\boldsymbol{\beta}_{g}\boldsymbol{\Lambda}\\ & ~~ +\boldsymbol{\beta}_{g}\!\sum\limits_{i=1}^{n}\hat{z}_{ig}(\mathbf{x}_{i}\! -\!\boldsymbol{\mu}_{g})(\mathbf{x}_{i}\! -\!\boldsymbol{\mu}_{g})'\!\boldsymbol{\beta}'_{g} \end{aligned}  $$

respectively, where ***β***_*g*_=***Λ*** ^′^(***Λ*** ***Λ*** ^′^+***Ψ***_*g*_)^−1^ for model CUU, to allow for the calculation of *Q*_2_. In the CM-step, the maximization of *Q*_2_ is specific for each model. Considering the CUU model,

5 $$ \begin{aligned} Q_{2}(\boldsymbol{\Lambda},\boldsymbol{\Psi}_{g}) &= C + \sum\limits_{g=1}^{G} \frac{n_{g}}{2}\left[\log|\boldsymbol{\Psi}_{g}^{-1}|-\text{tr}\left\{\boldsymbol{\Psi}_{g}^{-1}\mathbf{S}_{g}\right\}\right.\\ & \quad +2\text{tr}\left\{\boldsymbol{\Psi}_{g}^{-1}\boldsymbol{\Lambda}\boldsymbol{\beta}_{g}\mathbf{S}_{g}\right\}\\ &\quad \left.-\text{tr}\left\{\boldsymbol{\Psi}_{g}^{-1}\boldsymbol{\Lambda}\boldsymbol{\Theta}_{g}\boldsymbol{\Lambda}'\right\}\right], \end{aligned}  $$

where *C* is a constant with respect to the unknown parameters, $\mathbf {S}_{g}=\frac {1}{n_{g}}\sum _{i=1}^{n} \hat {z}_{ig}(\mathbf {x}_{i}-\boldsymbol {\mu }_{g})(\mathbf {x}_{i}-\boldsymbol {\mu }_{g})'$, and ***Θ***_*g*_=**I**_*q*_−***β***_*g*_ ***Λ***+***β***_*g*_ **S**_*g*_ ***β*** *g*′.

The following score function is obtained when differentiating *Q*_2_ with respect to ***Ψ***_*g*_:

6 $$ \begin{aligned} S(\boldsymbol{\Lambda},\boldsymbol{\Psi}_{g}) & = \frac{\delta Q}{\delta\boldsymbol{\Psi}_{g}^{-1}}\\ &=\sum\limits_{g=1}^{G}\frac{n_{g}}{2}\Big[\boldsymbol{\Psi}_{g}-\mathbf{S}_{g}+2\boldsymbol{\Lambda}\boldsymbol{\beta}_{g} \mathbf{S}_{g}-\boldsymbol{\Lambda}\boldsymbol{\Theta}_{g}\boldsymbol{\Lambda}'\Big]. \end{aligned}  $$

Now, setting $S(\boldsymbol {\Lambda },\hat {\boldsymbol {\Psi }}_{g}) = 0$ and solving gives the estimate

$$\begin{array}{*{20}l} \hat{\boldsymbol{\Psi}}_{g} = \text{diag}\left\{\mathbf{S}_{g}-2\boldsymbol{\Lambda}\boldsymbol{\beta}_{g}\mathbf{S}_{g}+\boldsymbol{\Lambda}\boldsymbol{\Theta}_{g}\boldsymbol{\Lambda}'\right\}. \end{array} $$

The parameter estimates for the remaining seven models are derived similarly and are provided in the Additional file 1 titled OSGaBi_MWong_appendix.pdf.

When running the AECM algorithm, utilizing the Woodbury identity [26] avoids inverting any non-diagonal *p*×*p* matrices that may be singular for *p*≫*n*. Suppose an *n*×*n* matrix **A**, an *n*×*q* matrix **H**, a *q*×*q* matrix **C**, and a *q*×*n* matrix **V**. The Woodbury identity states that

7 $$ (\mathbf{A}+\mathbf{HCV})^{-1} = \mathbf{A}^{-1}-\mathbf{A}^{-1}\mathbf{H}(\mathbf{C}^{-1}+\mathbf{VA}^{-1}\mathbf{H})^{-1}\mathbf{VA}^{-1}.  $$

Specifically for the AECM algorithm, setting **H**=***Λ***, **V**=***Λ*** ^′^, **A**=***Ψ***, and **C**=**I**_*q*_ results in

8 $$ (\boldsymbol{\Psi}+\boldsymbol{\Lambda}\boldsymbol{\Lambda}')^{-1} = \boldsymbol{\Psi}^{-1}-\boldsymbol{\Psi}^{-1}\boldsymbol{\Lambda}(\mathbf{I}_{q}+\boldsymbol{\Lambda}'\boldsymbol{\Psi}^{-1}\boldsymbol{\Lambda})^{-1}\boldsymbol{\Lambda}'\boldsymbol{\Psi}^{-1}.  $$

Now, instead of inverting the *p*×*p* covariance matrix on the left side of Eq. 8, only the diagonal and *q*×*q* matrices on the right side need to be inverted. With gene expression data where *q*≪*p*, this identity provides a major computational advantage. Another useful identity is for calculating the determinant of the covariance matrix in the AECM algorithm:

$$\begin{array}{*{20}l} |\boldsymbol{\Psi}+\boldsymbol{\Lambda}\boldsymbol{\Lambda}'| = \frac{|\boldsymbol{\Psi}|}{|\mathbf{I}_{q}-\boldsymbol{\Lambda}'(\boldsymbol{\Lambda}\boldsymbol{\Lambda}'+\boldsymbol{\Psi})^{-1}\boldsymbol{\Lambda}|}. \end{array} $$

### Component membership

The predicted biclustering for each member of the OSGaBi family is given by the maximum *a posteriori* (MAP) classification for the observations and the classifications originally provided for the variables. That is, the posterior predicted component membership of observation (i.e., gene) *i* is the value of *g* for which $\hat {z}_{ig}$ is greatest. In the biological sense, this will identify which gene belongs to which subset, implying that the genes in each subset are related in some way. Component membership of variable (i.e., sample) *j* is already provided as ***Λ***_*g*_ at the beginning of the algorithm, specifically

$$\boldsymbol{\Lambda}_{g} = \left\{\lambda_{gjl}\right\} = \left\{\begin{array}{ll} 1 & \text{if variable}\, {j}\, \text{belongs to cluster}\, {l},\\ 0 & \text{otherwise}, \end{array}\right. $$

for *j*=1,…,*p*, *l*=1,…,*q*, and *g*=1,…,*G*. In the biological view, we know a priori that a certain set of samples are/should be related to each other, which is uncorrelated to another set of samples. A concrete example of how component membership is applied in microarray gene expression analysis is presented in the Application section.

### Convergence and model selection

Convergence of the AECM algorithm is determined using the Aitken’s acceleration [27] to estimate the asymptotic maximum of the log-likelihood at each iteration of the AECM algorithm for a specific number of components and a specific number of factors, as described in [28]. The Aitken’s acceleration at iteration *t* is

$$a^{(t)} = \frac{l^{(t+1)}-l^{(t)}}{l^{(t)}-l^{(t-1)}}, $$

where *l* corresponds to the respective log-likelihood. The asymptotic estimate of the log-likelihood at iteration *t*+1 is

$$l^{(t+1)}_{\infty} = l^{(t)}+\frac{1}{1-a^{(t)}}\left(l^{(t+1)}-l^{(t)}\right) $$

[29]. The stopping criterion $l^{(t+1)}_{\infty }-l^{(t)}<\epsilon $ [30], where *ε*=0.1, is used and provided that the difference is positive [13]. The Bayesian information criterion (BIC) [31] is used to choose the best member of the proposed OSGaBi family with respect to the model and number of components, *G*.

## Results

### Simulation studies

Simulation studies were carried out to validate the proposed biclustering algorithm. The adjusted Rand index (ARI) [32] was used to evaluate the performance of the algorithm in recovering biclusters from the simulated data. Specifically, **z**_*i*_ was compared with $\hat {\mathbf {z}}_{i}$ after convergence was attained. Model selection was done via the BIC as previously described, although it can be noted that the integrated completed likelihood (ICL) [33] and Akaike information criterion (AIC) [34] were used as comparison and produced the same outcomes. The parameters and resulting data sets for the following simulation studies are found in the (Additional file 1: Supplementary files).

Simulated data were generated with *G*= 2, 3, and 4 clusters for observations and *q*=2 clusters for variables. This resulted in 4, 6, and 8 biclusters, respectively. Four cases were examined: low, medium, and high variance coupled with good cluster separation, and high variance coupled with relatively close clusters. For each case, 100 data sets were generated, where each set had *p*=8 variables and *n*=200,300,400 observations (for *G*=2,3,4, respectively) and was randomly generated from the same Gaussian distribution. Examples of heatmaps for each of the CUC cases visibly indicate that there are distinct biclusters in the simulated data (Fig. 1). To reflect the one-way supervised nature of the algorithm, the true ***Λ*** was provided. Twenty random starts were used for each run of the algorithm. Table 2 presents the results from these four simulation studies for the CUU and CUC models. It lists the average number of components selected, the most frequently chosen model, and the average ARI when fitting *G*=2,…,10 observation clusters. Because the algorithm was sometimes overfitting for the number of components based on the model it chose, another analysis was included to show the average ARI when the number of clusters was known (i.e., *G*= 2, 3, 4, depending on the case). These results are shown in the last column. The CUU and CUC models are focused on because they are the most probable cases in real-life scenarios, and additionally, they are the models most frequently selected when the number of clusters was known (results not shown).

**Fig. 1:**
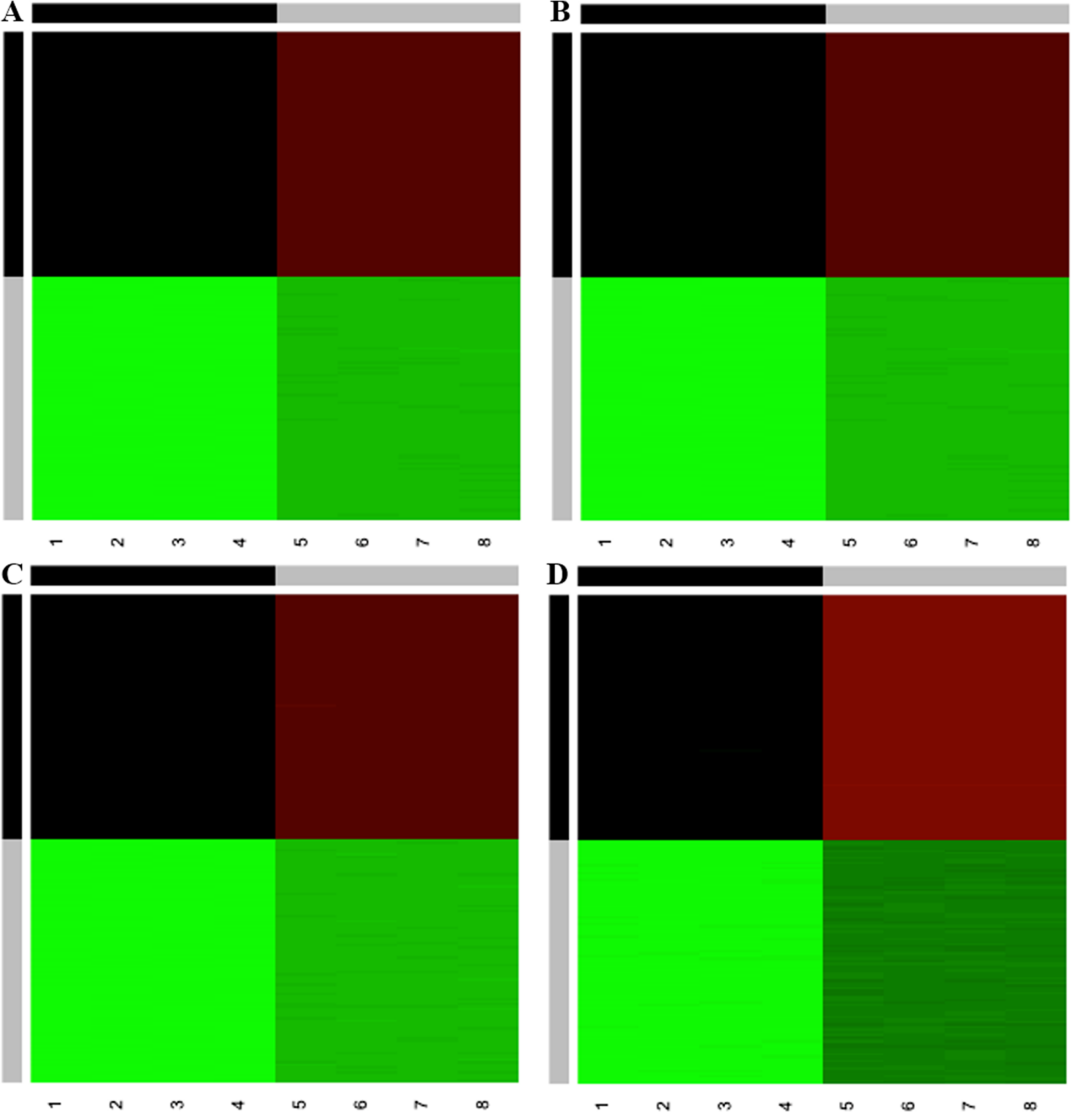
Heatmaps of simulated data for CUC model. Examples of heatmaps of the four types of simulated data used for the CUC model: low variance and good cluster separation (**a**), medium variance and good cluster separation (**b**), high variance and good cluster separation (**c**), and high variance with relatively close clusters (**d**)

**Table 2:** Simulation study results for model CUU

	*G*=2,…,10			*G*=*g*_known_
Case	Average *G*	Most chosen model	Average ARI	Average ARI
CUC, *g*_known_=2				
Low var, good cluster sep	2.5 (0.8)	CUU	0.955 (0.083)	1.0 (0.0)
Mid var, good cluster sep	2.4 (0.8)	CUU	0.955 (0.094)	1.0 (0.0)
High var, good cluster sep	4.0 (1.0)	CUC	0.708 (0.106)	1.0 (0.0)
High var, close clusters	6.4 (1.2)	CUC	0.502 (0.135)	1.0 (0.0)
CUU, *g*_known_=2				
Low var, good cluster sep	2.4 (0.7)	CUU	0.969 (0.072)	1.0 (0.0)
Mid var, good cluster sep	2.5 (0.8)	CUU	0.964 (0.071)	1.0 (0.0)
High var, good cluster sep	4.0 (1.0)	CUC	0.705 (0.103)	1.0 (0.0)
High var, close clusters	6.4 (1.3)	CUC	0.485 (0.138)	1.0 (0.0)
CUC, *g*_known_=3				
Low var, good cluster sep	3.5 (0.7)	CUU	0.981 (0.039)	1.0 (0.0)
Mid var, good cluster sep	3.4 (0.7)	CUU	0.984 (0.033)	1.0 (0.0)
High var, good cluster sep	5.1 (1.0)	CUC	0.864 (0.081)	1.0 (0.0)
High var, close clusters	8.8 (1.1)	CCC	0.601 (0.066)	1.0 (0.0)
CUU, *g*_known_=3				
Low var, good cluster sep	3.5 (0.6)	CUU	0.984 (0.028)	1.0 (0.0)
Mid var, good cluster sep	3.4 (0.7)	CUU	0.975 (0.050)	1.0 (0.0)
High var, good cluster sep	5.0 (1.1)	CUC	0.866 (0.079)	1.0 (0.0)
High var, close clusters	8.8 (1.0)	CUC	0.590 (0.070)	1.0 (0.0)
CUC, *g*_known_=4				
Low var, good cluster sep	4.4 (0.7)	CUU	0.989 (0.254)	1.0 (0.0)
Mid var, good cluster sep	4.3 (0.5)	CUU	0.992 (0.020)	1.0 (0.0)
High var, good cluster sep	6.2 (1.0)	CUC	0.887 (0.048)	1.0 (0.0)
High var, close clusters	9.7 (0.5)	CUC	0.658 (0.045)	1.0 (0.0)
CUU, *g*_known_=4				
Low var, good cluster sep	4.4 (0.9)	CUU	0.989 (0.031)	1.0 (0.0)
Mid var, good cluster sep	4.4 (0.7)	CUU	0.989 (0.024)	1.0 (0.0)
High var, good cluster sep	4.6 (0.8)	CUU	0.970 (0.048)	1.0 (0.0)
High var, close clusters	9.8 (0.5)	CUC	0.653 (0.046)	1.0 (0.0)

Average ARI, most frequently chosen model, and the number of observation clusters selected for the CUU and CUC models using simulated data with low, medium, and high variance (var) with good cluster separation (sep), and high variance with relatively close clusters when fitting *G*=2,…,10 observation clusters using 100 data sets and 20 random starts. The last column presents the ARI when fixing *G*=*g*_known_, where *g*_known_ represents the number of observation clusters the data was generated from. Values in brackets represent the respective standard deviation

For completeness, simulation studies were conducted on the remaining six OSGaBi models using simulated data with medium variance and good cluster separation and with the same properties as that used for the CUU and CUC models. As the true ***Λ***_*g*_ or ***Λ*** was provided, it implied that for models with unconstrained ***Λ*** (i.e., models UUU, UUC, UCU, and UCC), *G* was known because the ***Λ*** for each component would have been provided. Table 3 presents the average ARI, most frequently chosen model, and average number of clusters selected from this simulation study for each of the remaining six models when fitting *G*=2,…,10 clusters for observations. Because the algorithm was once again sometimes overfitting for the number of components based on the model selected, this final analysis was included to show the algorithm’s performance when the number of clusters was fixed to *G*=*g*_known_, where *g*_known_ represents the number of observation clusters the data was generated from. The last column of the table presents the corresponding average ARI when fixing *G* for the CCU and CCC models.

**Table 3:** Simulation study results for the other six models

	*G*=2,…,10			*G*=*g*_known_
Model	Average *G*	Most chosen model	Average ARI	Average ARI
*g*_known_ = 2				
UUU	2	UUC	1.0 (0.0)	NA
UUC	2	UUC	1.0 (0.003)	NA
UCU	2	UCC	0.960 (0.028)	NA
UCC	2	UCC	0.961 (0.025)	NA
CCU	2.3 (0.7)	CCU	0.971 (0.098)	1.0 (0.0)
CCC	2.4 (1.2)	CCU	0.959 (0.113)	1.0 (0.0)
*g*_known_ = 3				
UUU	3	UUC	1.0 (0.0)	NA
UUC	3	UUC	1.0 (0.0)	NA
UCU	3	UCC	1.0 (0.0)	NA
UCC	3	UCC	1.0 (0.0)	NA
CCU	4.0 (1.3)	CCU	0.936 (0.095)	1.0 (0.0)
CCC	4.3 (1.4)	CCU	0.915 (0.107)	1.0 (0.0)
*g*_known_ = 4				
UUU	4	UUC	1.0 (0.0)	NA
UUC	4	UUC	1.0 (0.0)	NA
UCU	4	UCC	1.0 (0.0)	NA
UCC	4	UCC	1.0 (0.0)	NA
CCU	5.1 (1.3)	CCU	0.958 (0.057)	1.0 (0.055)
CCC	5.1 (1.1)	CCU	0.960 (0.052)	1.0 (0.029)

Average ARI, most chosen model, and the average number of observation clusters selected for the remaining six OSGaBI models using simulated data with medium variance and good cluster separation when fitting *G*=2,…,10 observation clusters using 100 data sets and 20 random starts. The last column presents the ARI when fixing *G*=*g*_known_, where *g*_known_ represents the number of observation clusters the data was generated from, for the CCU and CCC models. Values in brackets represent the respective standard deviation

It is important to note that although the algorithm was overfitting for the number of components based on the model selected, the majority of the time the original components were simply being broken into smaller components. A classification table from one of the simulation results illustrates the very common occurrence (Table 4). In this specific result, Cluster 1 was broken up into three components by the algorithm, resulting in a total of four components. The final column of Tables 2 and 3 provide further evidence because once the algorithm is provided the correct number of components, the ARI become perfect or near perfect.

**Table 4:** An example of a classification table from one of the simulation results

	True			
	1	2	3	4
Estimated 1	56	32	12	0
2	0	0	0	100

Although the algorithm was overfitting for the number of components based on the model selected, the majority of the time the original components were simply being broken into smaller components

## Application

### Rat data

We present the biclustering results from Affymetrix oligonucleotide array data from a nutritional and pharmaceutical intervention in diabetic rats. This study consisted of five male lean control rats and five male Zucker diabetic fatty (ZDF) rats, which are genetically predisposed to developing diabetes. 

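Whole blood of these rats was profiled on Affymetrix Rat Gene 2.1 ST arrays, on which a set of short probes along the transcripts of a gene, called a transcript cluster, gives 1 value per array. Blood RNA comes from neutrophils, monocytes, lymphocytes, platelets and young red cells, so a value can move with the share of a cell type as well as with expression inside the cells. Each array carried 100 ng of total RNA of 1 rat, and there were 5 arrays of lean rats and 5 of untreated ZDF rats. A further 5 arrays came from ZDF rats given rosiglitazone, an insulin-sensitizing drug, and 5 from ZDF rats given resveratrol, a plant polyphenol, which makes 20 arrays in 4 groups. The lean rats received a standard chow and the obese rats a stock diet, so diet differs along with the lean and ZDF groups. The liver and red TA arrays were not analysed here. The authors summarised the probe values with the robust multi-array average (RMA), which corrects the background, aligns the probe values of the arrays and returns log2 values, and the version is not given in the sources used here. The deposited table holds 36685 transcript clusters on each array, with log2 values from -0.288 to 12.2, of which 18 lie below 0. The median over all transcript clusters was 2.54 to 2.66 on the lean arrays and 2.64 to 2.70 on the untreated ZDF arrays. Over the genes kept for testing, the SD of an array was 1.57 to 1.65 on the lean arrays and 1.54 to 1.59 on the untreated ZDF arrays. Arrays have no read depth, and their number limits the precision, with a median SD of a gene across rats of 0.24 in the lean group and 0.26 in the untreated ZDF group (n = 5 each). The values were tested as deposited, without further scaling, with the linear models of limma, and p values were adjusted by the method of Benjamini and Hochberg over all genes tested. The comparison of ZDF with lean rats, the gene lists and the rule for the genes named below were set before the data were examined.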

Details regarding the original rat study are described in Beaudoin et al. [35]. From each animal, tissue was extracted from various tissue depots, including the liver and red tibialis anterior (red TA, a type of muscle). Blood was also extracted, resulting in a total of 30 samples. RNA was extracted from these samples and used for the subsequent microarray gene expression analysis. Pre-processed data can be found on Gene Expression Omnibus (GEO) [36], accession number GSE93402 (blood), GSE93403 (liver), and GSE93406 (red TA). 

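Most genes of the main blood cell types passed the filter on level, which is not a test of detection. Of the genes of each list that carry a name on the array, 27 of 27 of red cells and reticulocytes, 17 of 19 of monocytes, 14 of 15 of B cells, 21 of 22 of T cells, 18 of 19 of platelets and 22 of 28 of neutrophils were kept for testing. Among genes typical of other tissues, 6 of 19 liver-enriched genes and 11 of 18 skeletal muscle genes were kept, as were 4 of 15 genes of eosinophils, basophils and mast cells. In the platform annotation used here, 14824 transcript clusters carried 1 gene symbol, 829 carried several and 21032 were unnamed. Of those with 1 symbol, 14670 were matched by Entrez identifier in the RefSeq gene table of assembly GRCr8, and 154 kept the name of the annotation. A transcript cluster was kept where its mean over the 20 blood arrays was at least 2.64 on the log2 scale, the median of the means of all transcript clusters, and the brightest cluster stood for a gene with several. This left 8644 transcript clusters for 8499 of the 14557 named genes, the share over all genes to set beside the list counts above. With the threshold at the 75th percentile of the means, 4361 genes remained.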

After pre-processing using the affy and oligo packages [37, 38] respectively for R Bioconductor [39, 40] respectively, *n*=8801 genes remained. We worked with the top 2000 differentially expressed genes between the red TA and liver (*p*<0.01). For this analysis, we set the genes as the observations (*n*=2000) and the samples as the variables (*p*=30).

The goal of the biclustering analysis was to identify sets of genes within the blood that possess similar expression profiles within the distinct tissues. Thus, we aimed to match biclusters containing genes that had similar expression profiles that were unique for blood and a specific tissue type. We focus here on genes with similar expression profiles between blood and liver. Downstream, these candidate genes can be tested to determine if they can function as blood biomarkers of metabolic status in individuals in different contexts (i.e., response to interventions, different disease states, etc.); however, this subsequent analysis goes beyond the scope of the present article.

We constrained the structure of ***Λ***_*g*_ because we knew the relationships required among the three sample types. Specifically, we wanted correlated expression between blood and liver only, implying that expression between blood and red TA were uncorrelated and expression between liver and red TA were uncorrelated as well. The other (extraneous) relationship characterized by the block-diagonal covariance matrix was the correlated nature of the expression strictly among the liver samples. Consequently, *q*=2 for the number of variable clusters (i.e., the two relationships described previously). Sample types were constant across all components, i.e., ***Λ***_*g*_=***Λ***, and thus we limited the algorithm to fit model CUU and CUC. These two *Λ*-constrained models were chosen based on the results from the simulation studies previously mentioned. We normalized the data and fitted the range of *G*=2,…,30.

The BIC selected a CUU model with *G*=19 observation clusters for the blood-liver analysis. As seen from the heatmaps before and after biclustering and subsequent rearranging, there were definitive biclusters in the data (Fig. 2). 

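Among the blood samples of the heatmap, 1 lean array carried a muscle signal that the others did not. In lean replicate 1, Myh4, a myosin heavy chain of fast muscle fibres, had a log2 value of 7.22, against at most 2.97 on the other 19 blood arrays. Acta1, the skeletal muscle actin, stood at 7.39 there and at no more than 5.02 elsewhere, and Mb, which encodes myoglobin, at 6.35 and no more than 3.51. Of 18 named skeletal muscle genes, 17 had their highest value on this array, the exception being Myoz1, at 3.23 against a highest value of 3.51 elsewhere. Over the kept genes, Pearson's r between any 2 of the 10 lean and ZDF blood arrays had a median of 0.961 (0.944 to 0.976 over 45 pairs). It was 0.970 within the lean group and 0.963 within the ZDF group (10 pairs each), and 0.957 between lean and ZDF arrays (25 pairs). These correlations run across genes, which are not independent replicates. Of the variance of the log2 values on these arrays, 96.3% lay between genes, 0.937% between the lean and ZDF groups and 2.76% between rats of a group. No pair of arrays held identical values, and 2 arrays of a group differed by a root mean square of 0.357 to 0.619 log2 units. The values of the liver and red TA columns, and the set of genes drawn in the heatmap, were not analysed here.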

We inputted the gene lists for each of the 19 biclusters into the online functional annotation tool DAVID (Database for Annotation, Visualization and Integrated Discovery) [41, 42] to elucidate potential biological processes that were dominant in each bicluster. 

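In the blood samples, transcripts of the ribosome were lower in ZDF than in lean rats. The mean over 38 cytosolic ribosomal protein genes was 7.43 ± 0.10 (SD, n = 5 rats) in ZDF and 7.72 ± 0.09 (SD, n = 5) in lean blood on the log2 scale, and every ZDF rat lay below every lean rat. Of the 38 genes, 2 fell and none rose over all genes tested, and 14 were lower when adjusted over the list alone. Rps3a fell by 1.17 on the log2 scale (standard error 0.21, adjusted p = 0.0134). Rpl7 fell by 0.66 (standard error 0.15, adjusted p = 0.0327), a call lost after quantile normalization (0.0505), after centring each array on its median (0.0522) and without 6 of the 10 rats in turn (highest adjusted p 0.0840). Rps15a (-0.55, adjusted p = 0.0567) did not pass, but did with a trended robust prior (0.0166), with array weights (0.0358) and without lean replicate 5 (0.0480). The list passed limma's camera test at a preset correlation of 0.01 (adjusted p = 1.09e-05), not with the correlation estimated from the data (adjusted p = 0.375 with an estimated correlation), and by an exact permutation of the list means of the rats p was 0.00794, the smallest that 5 rats against 5 allow (0.0413 after adjustment over the 26 lists). Near-identical copies of ribosomal protein genes can share probes.
Of 36 proteasome genes, 2 were lower, Psmb8, a subunit of the immunoproteasome (log2 fold change -0.68, adjusted p = 0.0393), and Psmc6, an ATPase of the regulatory particle (-0.50, adjusted p = 0.0487), and none was higher (4 lower when adjusted over the list alone). Both calls were lost after quantile normalization (0.121 and 0.143), after centring (0.0716 and 0.0928) and without most single rats, 7 and 8 of the 10 in turn (highest adjusted p 0.101 and 0.107). The list mean differed by -0.18 (camera adjusted p = 0.0839, and -0.22 with 0.0431 without lean replicate 5). Among 32 genes of the ubiquitin pathway none passed (6 lower when adjusted over the list alone, list mean -0.17, adjusted p = 0.326), and among 24 genes of the unfolded protein and heat shock response Hsph1, a chaperone of the Hsp110 family, was lower (-0.71, adjusted p = 0.0224), with a list mean of -0.14 (adjusted p = 0.347). The call of Hsph1 was lost after quantile normalization (0.0557) and without lean replicate 4 or ZDF replicate 1 (highest adjusted p 0.0680).
Of 27 genes of the tricarboxylic acid cycle and pyruvate, 1 rose and 2 fell (1 higher and 4 lower when adjusted over the list alone). Me1, the cytosolic malic enzyme that makes pyruvate and NADPH outside the cycle, fell by 0.89 (standard error 0.14, adjusted p = 0.0108). Idh3a, a subunit of the isocitrate dehydrogenase of the cycle, fell by 0.72 (adjusted p = 0.0339), and Pdk3, a kinase that switches off pyruvate dehydrogenase, rose by 0.68 (adjusted p = 0.0327), but these calls were lost without 7 and 5 of the 10 rats in turn (highest adjusted p 0.0823 and 0.0841), that of Idh3a also after quantile normalization (0.0930) and after centring (0.0532). The list mean was 4.88 ± 0.09 in ZDF and 5.12 ± 0.20 in lean blood (SD, n = 5 each, camera adjusted p = 0.033, adjusted p = 0.697 with an estimated correlation, exact permutation p = 0.0317). This call was lost without lean replicate 1 (-0.16, adjusted p = 0.128), without ZDF replicate 1 (-0.21, adjusted p = 0.0655), after quantile normalization (-0.10, adjusted p = 0.128) and with the SD of each array as a covariate, a setting chosen after seeing the data (-0.005, adjusted p = 0.969). That SD is computed from the kept genes and was larger on most lean arrays, so it overlaps with the contrast tested. The last loss therefore does not show that array spread made the difference.
The list of fatty acid oxidation (29 genes) differed by -0.06 on average (adjusted p = 0.892, with the camera statistic on the higher side), and its 1 member past the test, Acsl3, which activates long-chain fatty acids, fell by 0.92 (adjusted p = 0.00427). Amino acid metabolism (28 genes) differed by -0.10 (adjusted p = 0.868), and Got1, the aspartate aminotransferase that forms oxaloacetate, was lower (-0.77, adjusted p = 0.0285), a call lost without 6 of the 10 rats in turn (highest adjusted p 0.0757). The insulin signalling list (34 genes) was 5.01 ± 0.03 in ZDF and 5.15 ± 0.11 in lean blood (SD, n = 5 each, adjusted p = 0.747 with an estimated correlation, exact permutation p = 0.00794, camera adjusted p = 0.333), and Tbc1d1, a regulator of glucose transporter traffic, was lower (-0.58, adjusted p = 0.0407), a call lost after quantile normalization (0.111), after centring (0.0656) and without 9 of the 10 rats in turn (highest adjusted p 0.0891). Psmb8, Psmc6, Hsph1, Acsl3, Got1 and Tbc1d1 fall outside the rule for named genes and were picked after their values were seen. Over all genes, 251 of 8499 passed. A single member past the test in a list of this size is thus near the share over all genes and shows no change of the process.
The remaining lists of metabolism and growth gave mean differences of -0.13 for oxidative phosphorylation (52 genes, adjusted p = 0.372, 1 lower), -0.06 for glycolysis and the pentose phosphate pathway (14 genes, 0.638), -0.05 for fatty acid and cholesterol synthesis (20 genes, 0.868), -0.11 for antioxidant and SIRT1 related genes, in short antioxidant genes (25 genes, 0.638), and -0.23 for the cell cycle (25 genes, 0.115, but 0.0468 without lean replicate 4 and 0.0431 without lean replicate 5, 1 lower). The 2 members past the test, Atp5mc3, a subunit of ATP synthase (-0.76, adjusted p = 0.0497), and Mcm7, a part of the replicative helicase (-0.79, adjusted p = 0.0119), were also named after their values were seen, and the call of Atp5mc3 was lost after either scaling and without 8 of the 10 rats in turn (highest adjusted p 0.114). The list of PPAR targets and lipid handling, in short the lipid handling list (23 genes), was higher by 0.11 (camera adjusted p = 0.0115, adjusted p = 0.375 with an estimated correlation, exact permutation p = 0.135), although Me1, its 1 member past the test, fell. Plin2, a coat protein of lipid droplets (0.60, adjusted p = 0.0711), and Creb3l3, a transcription factor of lipid metabolism (0.47, adjusted p = 0.0802), did not pass, but both did after centring (0.0357 and 0.0436), and Plin2 also after quantile normalization (0.0226) and with a trended robust prior (0.0353). Centring each array on its median, a setting added for the lists after seeing the data, which moved the median change of all genes by 0.125 from -0.083 to 0.042, turned the mean of fatty acid oxidation to 0.06, of amino acid metabolism to 0.02, of glycolysis to 0.06, of fatty acid and cholesterol synthesis to 0.08 and of antioxidant genes to 0.01. Quantile normalization turned fatty acid oxidation, synthesis and glycolysis too (0.03, 0.03 and 0.04). In a linear model of the list means per rat beside the SD of each array, chosen after seeing the data, oxidative phosphorylation turned to 0.09 (standard error 0.04) and the cell cycle to 0.09 (0.10). Glycolysis turned to 0.14 (0.09) and fatty acid oxidation to 0.10 (0.06) there, while the ribosomal list stayed at -0.31 (0.095). Centring left the ribosomal list at -0.17, the tricarboxylic acid cycle at -0.11 and insulin signalling at -0.02, and put lipid handling at 0.24. Without the filter on dim transcript clusters, proteasome (0.00106), insulin signalling (0.0175), ubiquitin pathway (0.0267), oxidative phosphorylation (0.0249) and cell cycle (0.000956) were called as well, all lower. The genes of the biclusters were not used here. A difference between ZDF and lean blood is also another measure than the annotation of the genes in a bicluster, so these values do not test the DAVID results.

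**Figure D1:**
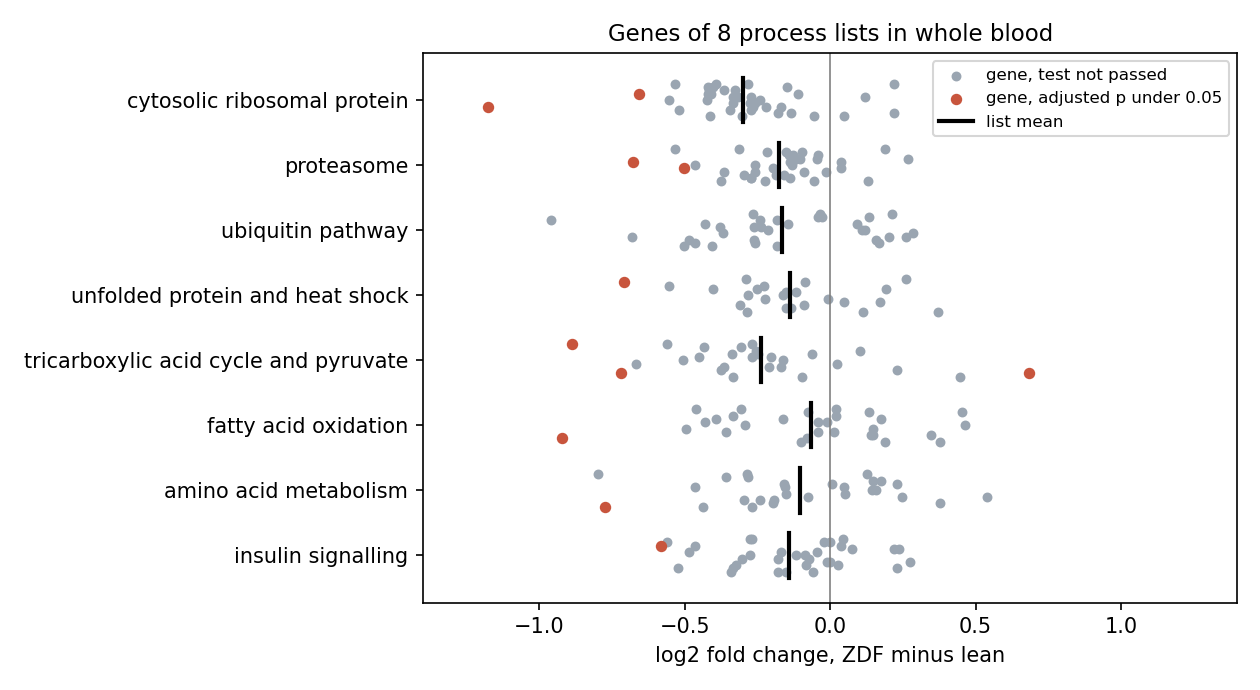
Log2 fold change (ZDF minus lean, horizontal axis) of each gene of 8 process lists in whole blood, 1 point per gene, with n = 5 rats per group, genes with an adjusted p under 0.05 in red and the list mean as a black bar. The ribosomal list mean lies at -0.30, and those of fatty acid oxidation (-0.06) and amino acid metabolism (-0.10) lie close to 0 and turn to 0.06 and 0.02 when each array is centred on its median.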

DAVID functional annotation results indicated that the largest proportions of genes in the blood-liver biclusters had roles in protein metabolic and modification processes, carboxylic metabolic process, oxaloacid metabolic process, and intracellular signal transduction (biological processes as defined by the Gene Ontology Consortium, [43]), all biological processes of which have previously been shown to have an involvement in diabetes and obesity, and some processes within the liver [44–50]. These processes accounted for approximately 20–43% of the genes in the various biclusters and were all statistically significantly enriched (*p*<0.05). There is also a general inference that insulin resistance occurs at different times in insulin sensitive tissues such as muscle and liver [51, 52]; therefore, it is not surprising that the expression profiles between the liver and red TA were not similar. Additionally, it has been previously established that the peripheral blood transcriptome reflects changes in various tissues throughout the body [3], a property that is illustrated in the biclusters of interest.

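In blood of the ZDF rats, the list means of monocyte and neutrophil genes were higher than in lean blood. Those of B cell, T cell and platelet genes were lower. None of these list calls holds with the correlation between genes estimated from the data, and that of platelets is also lost beside the SD of each array, as given below. The mean over 17 monocyte genes was 5.70 ± 0.17 (SD, n = 5 rats) in ZDF and 5.20 ± 0.12 (SD, n = 5) in lean blood on the log2 scale, with every ZDF rat above every lean rat. Of the 17 genes, 4 rose and none fell over all genes tested, and 13 were higher when adjusted over the list alone. Cx3cr1, the fractalkine receptor, rose by 0.71 (standard error 0.13, adjusted p = 0.0146). Ccr2, a chemokine receptor that draws monocytes into tissues, rose by 0.86 (standard error 0.18, adjusted p = 0.0267), a call lost without lean replicate 1, lean replicate 2 or ZDF replicate 1 (highest adjusted p 0.0746). Clec4a1, a lectin receptor of myeloid cells, rose by 0.83 (adjusted p = 0.0224, and 0.0614 without lean replicate 2), and Klf4, a transcription factor of monocytes named after its value was seen, by 0.68 (adjusted p = 0.0397, lost without 8 of the 10 rats in turn).
The 22 neutrophil genes had a mean of 5.37 ± 0.19 in ZDF and 4.93 ± 0.26 in lean blood (SD, n = 5 each), and 2 rose (7 higher when adjusted over the list alone). Mmp8, the neutrophil collagenase, rose by 0.90 (adjusted p = 0.0430), and S100a8, a subunit of calprotectin, by 1.01 (adjusted p = 0.0497). Both calls rest on nearly the whole set of rats, since with 1 rat left out Mmp8 passed only without lean replicate 3 (adjusted p 0.0123, otherwise up to 0.104) and S100a8 only without ZDF replicate 5 (adjusted p 0.0245, otherwise up to 0.117). Trem1, a receptor that amplifies inflammation (0.96, adjusted p = 0.0509), did not pass, but did after quantile normalization (0.0279), after centring (0.0359), with a trended robust prior (0.0304), with array weights (0.0344), with the replicate block (0.0464) and without lean replicate 3 or 5 (lowest adjusted p 0.0346).
Of 14 B cell genes, 2 fell (7 lower when adjusted over the list alone), with a list mean of 4.51 ± 0.22 in ZDF and 5.02 ± 0.20 in lean blood. Cd72, a B cell coreceptor, fell by 0.79 (standard error 0.14, adjusted p = 0.0119), and Ms4a1, which encodes CD20, by 0.78 (adjusted p = 0.0263), a call lost after quantile normalization (0.0669) and without lean replicate 1, lean replicate 4 or ZDF replicate 3 (highest adjusted p 0.0680). Blnk, an adaptor of B cell receptor signalling (-0.76, adjusted p = 0.0578), did not pass, but did with a trended robust prior (0.0300), with array weights (0.0382) and without lean replicate 3 (0.0378). Of 21 T cell genes, 4 fell (9 lower when adjusted over the list alone), with a list mean of 5.34 ± 0.15 in ZDF and 5.77 ± 0.26 in lean blood. Lck, the kinase next to the T cell receptor, fell by 0.90 (standard error 0.15, adjusted p = 0.0108), whereas the calls of Cd3d (-0.87), Ccr7 (-0.70, named after its value was seen) and Themis (-0.73) were lost without 6, 8 and 9 of the 10 rats in turn (highest adjusted p 0.0832, 0.120 and 0.119). After quantile normalization these 3 calls were lost as well (0.0566, 0.0996 and 0.109), and after centring those of Ccr7 and Themis (both 0.0770). Of 18 platelet genes, 4 fell (7 lower when adjusted over the list alone), with a list mean of 7.42 ± 0.12 in ZDF and 7.75 ± 0.15 in lean blood. Ppbp, the platelet basic protein, fell by 0.92 (standard error 0.16, adjusted p = 0.0110), whereas the calls of Treml1 (-0.70), Pf4 (-0.56) and Gp5 (-0.52, named after its value was seen) were lost without 4, 7 and 7 of the 10 rats in turn (highest adjusted p 0.0657, 0.0844 and 0.0964). Pf4 did not pass after centring (0.0596), nor Gp5 after centring (0.0722) or quantile normalization (0.0507).
By camera at the preset correlation, adjusted p was 3.46e-12 for the monocyte list, 1.24e-08 for neutrophils, 5.38e-05 for B cells, 4.85e-05 for T cells and 0.000418 for platelets. None of these calls holds with the correlation estimated from the data (adjusted p = 0.126, 0.271, 0.375, 0.528 and 0.528 with an estimated correlation). Exact permutation of the list means of the rats gave p = 0.00794 for monocytes and B cells, 0.0159 for T cells and platelets and 0.0238 for neutrophils (0.0413, 0.0590 and 0.0619 after adjustment over the 26 lists). The 5 directions held after quantile normalization and after centring each array, which left the platelet mean at -0.21. The SD of each array comes from the kept genes themselves and was larger on most lean arrays, so a call lost beside it does not show an effect of array spread. With the SD of each array as a covariate the platelet list was no longer called (-0.10, adjusted p = 0.227), while the lists of red cells (0.30, adjusted p = 0.000549) and inflammatory genes (0.21, adjusted p = 0.0474) were, and for lists this covariate and the centring were both chosen after seeing the data. With the list means of the rats in a linear model beside this covariate, also added then, the difference was over 2 times its standard error for monocytes (0.55, standard error 0.14), neutrophils (0.59, standard error 0.21) and B cells (-0.59, standard error 0.21), but not for T cells (-0.31, standard error 0.21), platelets (-0.10, standard error 0.05), red cells (0.30, standard error 0.165) and inflammatory genes (0.21, standard error 0.12).
Of 6 liver-enriched genes above the filter, 1 rose and none fell (3 higher when adjusted over the list alone), and the list mean was 4.37 ± 0.25 in ZDF and 3.88 ± 0.12 in lean blood (SD, n = 5 each, camera adjusted p = 0.000338, adjusted p = 0.126 with an estimated correlation, exact permutation p = 0.00794). C3, the complement component that liver and also myeloid cells make, rose by 1.03 (standard error 0.19, adjusted p = 0.0134), while Ttr, the thyroxine carrier transthyretin (0.50, adjusted p = 0.0769), and Tf, which encodes transferrin (0.56, adjusted p = 0.0789), did not pass. Ttr passed after centring (0.0470) and without lean replicate 5 (0.0438), and Tf after centring (0.0375), after quantile normalization (0.0378) and with a trended robust prior (0.0374). Over all 19 named genes of this list, without the filter, the mean difference was 0.17 (adjusted p = 0.0410).
Not called were the lists of red cells and reticulocytes (27 genes, mean difference 0.00 and median 0.05, adjusted p = 0.157), NK and cytotoxic cells (17 genes, -0.13, 0.662), eosinophils, basophils and mast cells (4 genes, 0.17, and -0.10 without the filter, 0.115), the interferon response (18 genes, -0.29, 0.0839), inflammatory cytokines and NF-kB (23 genes, 0.08, 0.0910) and skeletal muscle (11 genes, -0.49, 0.333). Leaving out lean replicate 1 called the red cell list (0.08, adjusted p = 0.0380) and, like leaving out ZDF replicate 1 (0.10, adjusted p = 0.0490), the inflammatory list (0.14, adjusted p = 0.0204), and leaving out lean replicate 4 called the interferon list (-0.38, adjusted p = 0.00605). Without the filter, the interferon list (adjusted p = 0.000443) and the skeletal muscle list (adjusted p = 0.00380) were called, both lower. The skeletal muscle list averaged 3.30 ± 0.07 in ZDF and 3.79 ± 1.03 in lean blood, the wide lean SD coming with the single array described above. In the interferon list Zbp1, a sensor of nucleic acids, fell by 1.00 (adjusted p = 0.0139), and in the inflammatory list Nlrp3, the sensor of an inflammasome, rose by 0.85 (adjusted p = 0.0384, lost without 7 of the 10 rats in turn), both named after their values were seen.

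**Figure D2:**
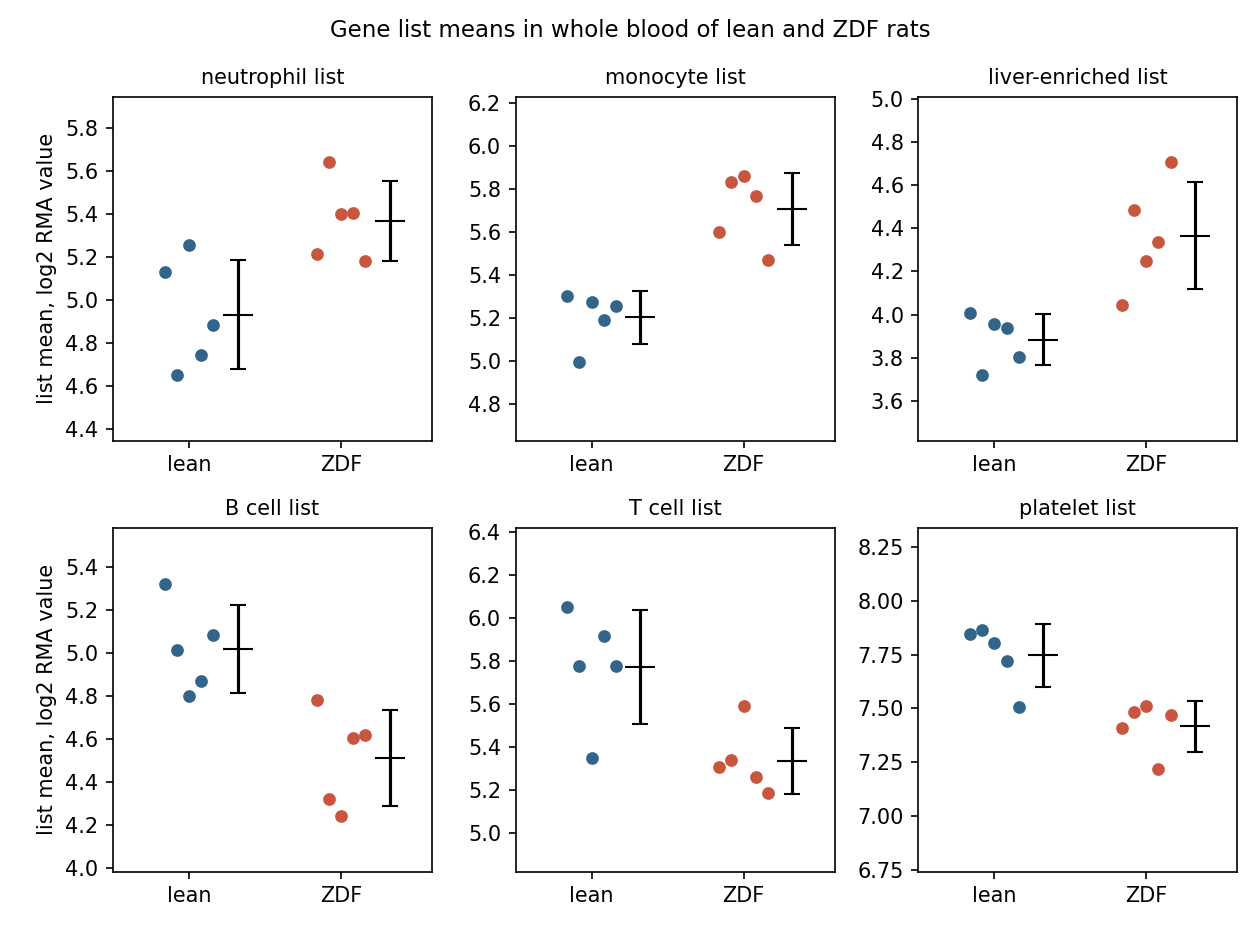
Mean log2 value per rat (vertical axis) of 6 gene lists in whole blood of lean and ZDF rats, with 1 point per rat and bars for the mean ± SD (n = 5 per group). The ZDF rats lie above all lean rats for the monocyte and liver-enriched lists and below all of them for the B cell list, while the groups overlap for neutrophils, T cells and platelets.

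**Figure D3:**
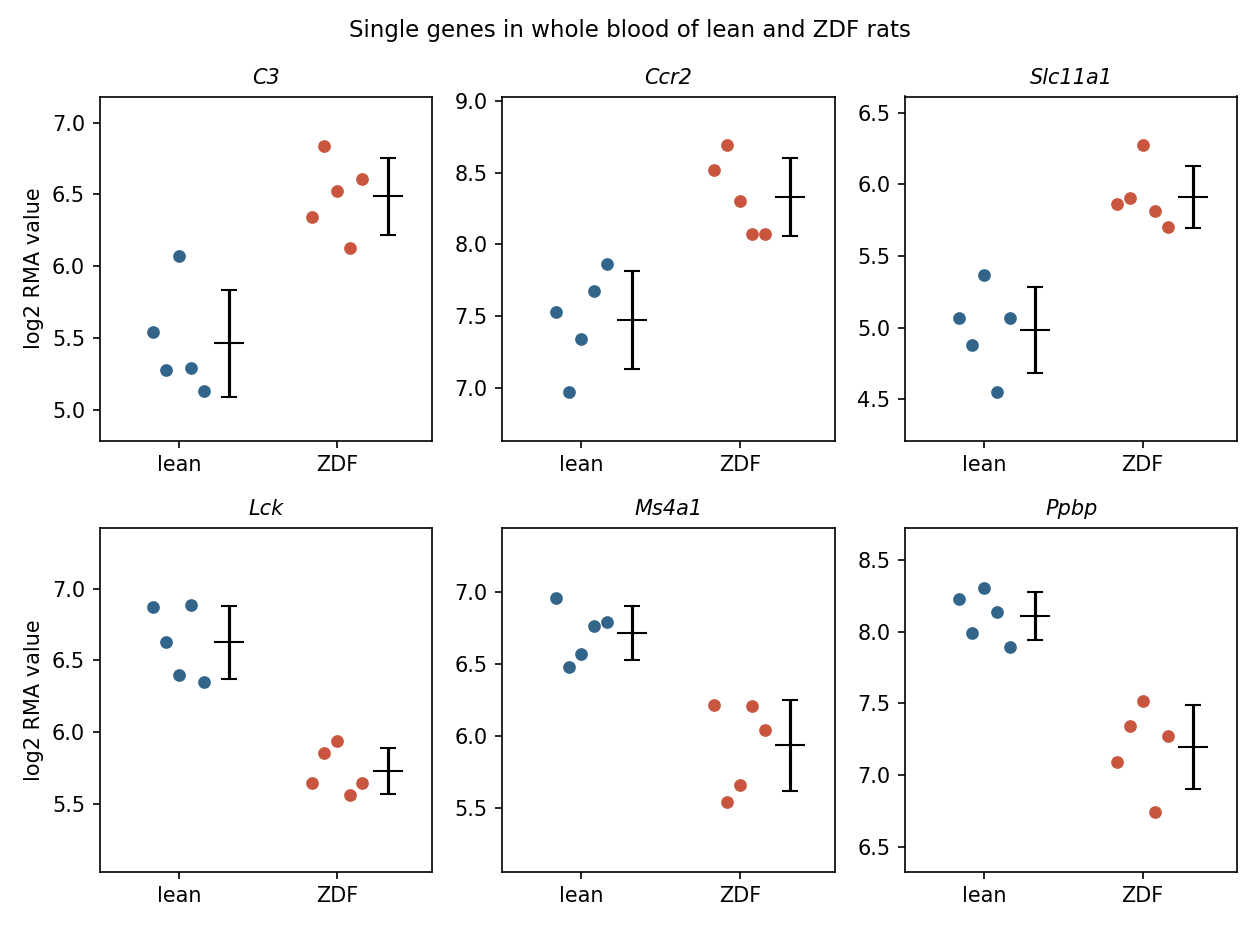
Log2 value per rat (vertical axis) of C3, Ccr2, Slc11a1, Lck, Ms4a1 and Ppbp in whole blood, with 1 point per rat and bars for the mean ± SD (n = 5 per group). C3, Ccr2 and Slc11a1 are higher in ZDF rats by 1.03, 0.86 and 0.92 and Lck, Ms4a1 and Ppbp lower (-0.90, -0.78 and -0.92), with no overlap between the groups.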

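Of the 10 largest rises that the rule names (genes past the test whose groups do not overlap, without locus numbers and predicted family names), 3 were those of Slc11a1, Aoah and Treml4. Slc11a1, a metal transporter of phagosomes, rose by 0.92 (standard error 0.16, adjusted p = 0.0130), Aoah, which inactivates bacterial endotoxin, by 0.93 (standard error 0.17, adjusted p = 0.0139) and Treml4, a receptor of the TREM family, by 0.97 (standard error 0.16, adjusted p = 0.0103). H2ac12, a histone H2A gene, rose from 5.24 ± 0.22 in lean to 6.42 ± 0.18 in ZDF blood (SD, n = 5 each, adjusted p = 0.00149). Sprr1b, a protein of the cornified envelope (1.09), Or9i1b, an olfactory receptor gene (1.24), and Rpl37al2, a copy of a ribosomal protein gene (1.22), were higher as well. Rpl37al2 had a lean mean of 2.107, below the filter threshold of 2.64. Clic2 (1.12) and Fn1, which encodes fibronectin (1.04), passed with all rats, but Clic2 not without lean replicate 2 or ZDF replicate 1 (highest adjusted p 0.0547), and Fn1 not without 7 of the 10 rats in turn (highest adjusted p 0.0638).
Among the falls, Snrpgl2, a copy of a gene for a spliceosome protein, went from 5.38 ± 0.27 in lean to 3.61 ± 0.37 in ZDF blood (adjusted p = 0.000317), and Map2k4, a kinase upstream of JNK, fell by 1.26 (standard error 0.17, adjusted p = 0.00427). For Map2k4 a further transcript cluster above the filter fell by 0.84. Rps8l1 (-1.17), Apoo (-1.11), Bud23 (-1.05), Bri3bp (-1.02) and 4930596D02Rikl2 (-1.35) were lower, with adjusted p from 0.00696 to 0.0108. Vpreb1a, part of the surrogate light chain of B cell precursors, fell by 1.78 (standard error 0.39, adjusted p = 0.0291), and Cd300c2l1 by 1.02 (adjusted p = 0.0224). The call of Vpreb1a was lost without 6 of the 10 rats in turn (highest adjusted p 0.0807), and that of Cd300c2l1 without lean replicate 2, lean replicate 4 or ZDF replicate 1 (highest adjusted p 0.0659). The largest change among all genes past the test was the rise of RGD1565183 by 2.12 (standard error 0.22, adjusted p = 0.000317), a predicted gene singled out after its value was seen. Its lean mean (1.828) lay below the filter threshold of 2.64. It was kept through its level in untreated ZDF (3.945) and resveratrol-treated rats (4.449). H2ac12, Snrpgl2, Rpl37al2 and Rps8l1 belong to families with near-identical copies, which can share probes.
Over the 8499 genes tested, 251 passed at an adjusted p under 0.05, 68 higher and 183 lower in ZDF, and 2045 had an unadjusted p under 0.05 where 425 would by chance. The values of the ZDF and lean rats did not overlap for 553 genes, or 6.51%, where chance gives 0.794%. Without lean replicates 1, 2, 4 and 5 in turn the count was 79, 46, 63 and 459, and without ZDF replicates 1 to 5 it was 60, 163, 129, 118 and 114. After quantile normalization 88 genes were higher and 56 lower (106 shared with the 251), and with each array centred on its median 175 were higher and 70 lower (138 shared), so the balance of higher and lower calls turns with the scaling. With all 4 groups in the fit, a setting planned beforehand, 23 genes passed (23 shared with the 251), and with a block for the replicate number 75 (69 shared). Of the 37 genes past the test that the rule names, 9 passed in the fit of all 4 groups (H2ac12, Sprr1b, Treml4, Treml1, Bud23, Rps8l1, Rps3a, Map2k4 and Snrpgl2), and 28 did not (adjusted p 0.0530 to 0.208). Of the 14 picked after their values were seen, only RGD1565183, Zbp1 and Mcm7 passed there. With the replicate block 12 of the 37 lost their calls (Ccr2, Cd3d, Cx3cr1, Fn1, Idh3a, Mmp8, Pdk3, Pf4, Rpl7, S100a8, Themis and Treml1, adjusted p up to 0.0767), and 9 of the 14 (all but RGD1565183, Zbp1, Mcm7, Acsl3 and Got1). With covariates chosen after seeing the data, 8 genes passed beside the SD of each array and 0 by limma beside the difference of the myeloid and lymphoid list means, where 576 had an unadjusted p under 0.05. That difference is built from lists that themselves differ between the groups, so it overlaps with the contrast tested. The SD of each array is computed from the kept genes and was larger on most lean arrays, so it overlaps with the contrast as well. The lost calls therefore do not show that the cell mix or the spread of the arrays accounts for the genes.
The paper set the factor loadings so that blood and liver samples shared correlated expression, entered the genes of each bicluster in DAVID and reports the processes found. Separately, it cites earlier work for the statement that blood transcripts reflect changes in various tissues, and states that the biclusters illustrate this property.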

**Fig. 2:**
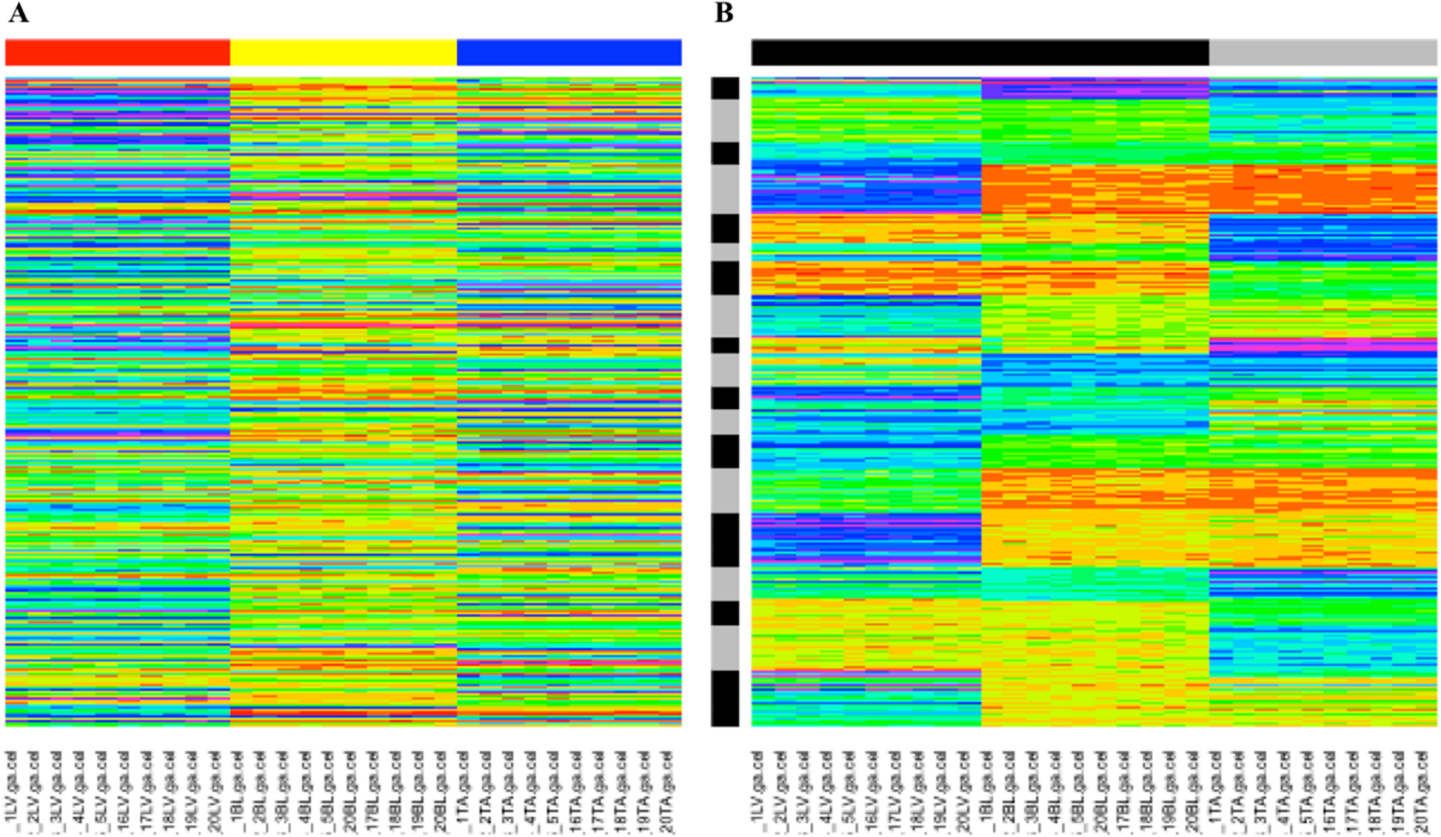
Heatmaps of the rat data. Heatmap of the rat data before biclustering (**a**). The *red*, *yellow*, and *blue bars* along the columns and represent liver, blood, and red TA samples, respectively. Heatmap of the rat data after biclustering and subsequently rearranging the rows so that the observation clusters were contiguous (**b**). *Black* and *grey bars* along the columns and rows simply represent the presence of the clusters and do not indicate relationships between them. *G*=19 for the observation clusters and along the columns, *q*_1_=*q*_2_=2

### Human data

The second data set we analyzed is another Affymetrix oligonucleotide array retrieved from GEO, accession number GSE1133. The original study aimed to profile 79 human and 61 mouse tissues in terms of their transcriptomes under normal conditions [53]. Here, we focus on the human arrays, specifically the tissues related to the immune system (20 tissue types) and the brain (16 tissue types), and also whole blood, for a total of 37 tissue types. Each tissue had two replicates, giving a total of 74 samples. After pre-processing using the same methods described for the rat data and removing genes without Entrez gene identifiers, *n*=3867 genes remained, of which 2148 genes were differentially expressed between brain and immune tissues (*p*<0.01). Similar to the rat data, we set the genes as the observations (*n*=2148) and the samples as the variables (*p*=74).

The goal of this biclustering analysis was to identify sets of genes within the blood that possess similar expression within the distinct groups of tissues. Thus, we aimed to match biclusters containing genes that had similar expression that were unique for blood and a specific group of tissues. We focus here on genes with similar expression between blood and immune tissues. Subsequent work can involve determining which of these candidate genes can function as blood biomarkers of normal immune function in individuals.

Similar to the rat data, we constrained the structure of ***Λ***_*g*_ because we knew the relationships required among the three sample types. Specifically, we wanted correlated expression only between blood and immune tissues. This implied that expression between blood and brain tissues were uncorrelated, and expression between immune and brain tissues were uncorrelated as well. The other (extraneous) relationship characterized by the block-diagonal covariance matrix was the correlated nature of the expression strictly among the immune tissue samples. Consequently, *q*=2 for the number of variable clusters (i.e., the two relationships described previously). Samples were constant across all components, i.e., ***Λ***_*g*_=***Λ***, and thus we again limited the algorithm to fit model CUU and CUC. We normalized the data and fitted models in the range of *G*=2,…,30.

The BIC selected a CUU model with *G*=10 observation clusters for the blood-immune analysis. As seen from the heatmaps before and after biclustering and subsequent rearranging, there were again definitive biclusters in the data (Fig. 3). DAVID functional annotation results indicated that the largest portion of genes in each bicluster had roles in the nucleobase-containing small molecule metabolic process, macromolecule metabolic process, microtubule-based process, microtubule cytoskeletal organization, response to DNA damage stimulus, and transmembrane transport; all biological processes that have been linked to immune responses [54–57]. These processes accounted for anywhere between 4 to 51% of the genes in the various biclusters, and were all statistically significantly enriched (*p*<0.05). Furthermore, blood acts as a transporter for the immune system by transporting immune cells throughout the body, thus blood can provide an extensive view of the immune status of an individual [58]. This property is reflected in the biclusters of interest because there is a correlation among the expression between the blood and the immune tissues.

**Fig. 3:**
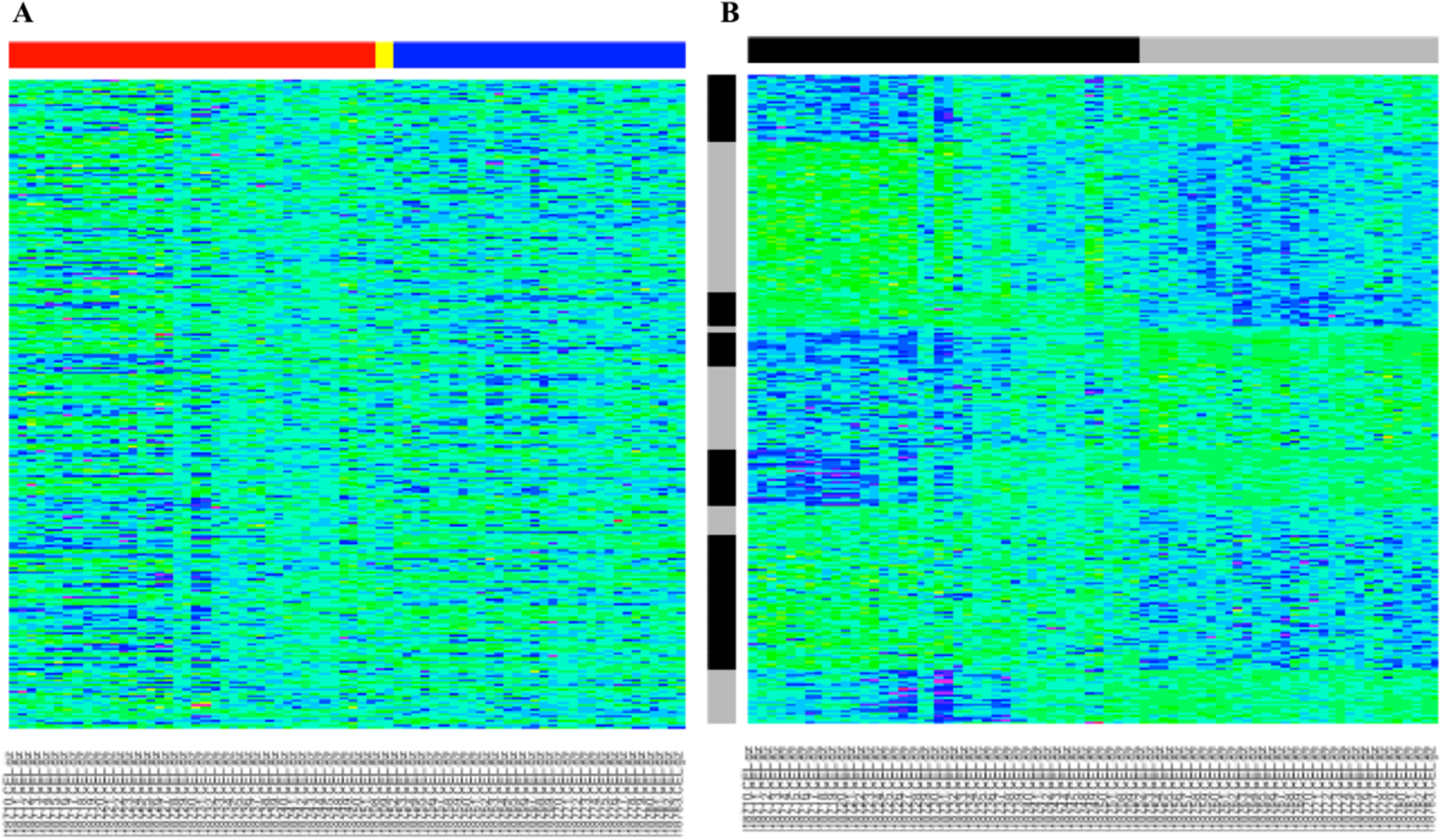
Heatmaps of the human data. Heatmap of the human data before biclustering (**a**). The *red*, *yellow*, and *blue bars* along the columns and represent immune tissues, whole blood, and brain tissues respectively. Heatmap of the human data after biclustering and subsequently rearranging the rows so that the observation clusters were contiguous (**b**). *Black* and *grey bars* along the columns and rows simply represent the presence of the clusters and do not indicate relationships between them. *G*=10 for the observation clusters and along the columns, *q*_1_=*q*_2_=2

## Discussion

One specific taxonomy of biclustering methods for gene expression data aims to retrieve non-overlapping biclusters characterized by one specific sample type (in this case, “sample” could refer to a type of treatment, tissue, disease state, etc.) along the variable dimension, as reviewed in Pontes et al. [19]. This is useful in applications such as disease subtype discovery, where the focus is to elucidate the various disease subtypes based on the genes. Conversely, in blood biomarker discovery, knowledge of the types of samples a priori is required and the focus is on the relationships between those sample types based on the genes, which is where one-way supervised biclustering is able to play a role. Two inherent criteria of blood biomarkers are that there is 1) a correlation between blood and the tissue of interest and 2) no correlation between those two sample types and other tissues. The second criteria is enforced by including other tissues into the biclustering analysis so that the condition can be set in conjunction with the first criteria. The relationships required are satisfied through the use of one-way supervision to explicitly determine the relationship between blood and the various tissues. To the best of our knowledge, biclustering methods currently available under the taxonomy of non-overlapping biclusters do not provide the option of one-way supervision along the variable dimension to aid in applications such as blood biomarker discovery.

Another advantage of approaching tissue-specific blood biomarker discovery through the use of biclustering is the ability to identify groups of genes that are potentially related to each other through their biological pathways. Commonly, correlation analysis between blood and a tissue is conducted using the available gene list in its entirety, e.g. [59], consequently not revealing any information about genes related by biological pathways that a cluster analysis would provide. In our OSGaBi family, setting the variable clusters labels and subsequently biclustering conditional on this information allows us to handle this limitation of correlation analysis.

Simulation study results show that models with values of *G* that are too high are sometimes selected, and this problem becomes more pronounced for high variance. While the BIC has been shown to be unreliable in higher dimensions, e.g. [60] — and this may suggest that further research on an optimal model selection criteria for this family of biclustering models is warranted — it is quite possible that the selection of larger values of *G* is simply a result of lack of concentration around the modes at higher variances. The inclusion of results for fixed *G* follows [61] and [62], who carried out mixture model analysis of gene expression data by treating *G* as fixed and known. Note that, in [23] where the binary row-stochastic factor loadings matrix is a property of their MFABC family, the authors report simulation results but do not mention the model selection criterion or the range of number of observation clusters fitted; therefore, it is not known if the authors treated *G* as fixed. Conversely, the authors mention the use of the BIC and AIC for model selection in their real data study with gene expression data, supporting the use of the BIC for our analyses until the optimal model selection criteria is determined.

Future work will also aim to compare performance of the OSGaBi family to that of other model-based biclustering algorithms capable of detecting non-overlapping clusters and allowing for one-way supervision. Current methods are available for the former (as mentioned previously), but do not allow for the latter criteria. This limitation in the existing methods makes it difficult to compare the genes that are found in the biclusters to those found using the OSGaBi family since they do not always correspond to the intended subset of variables.

We have presented biclustering results using the OSGaBi family on two real microarray gene expression data sets. The first one was a previously unpublished rat microarray gene expression data set, where identified biclusters corresponded to genes whose expression profiles were correlated between liver and blood (and not between red TA and blood, or liver and red TA). Identified biclusters were enriched in genes related to biological processes known to play a role in insulin resistance and obesity in a tissue-specific manner. The second data set was a subset of a microarray gene expression data set from the GEO database that aimed to profile the human transcriptome under normal conditions. In this analysis, identified biclusters corresponded to genes whose expression correlated between immune tissues and blood (and not between brain tissues and blood, or immune and brain tissues). Identified biclusters contained genes related to biological processes previously associated with the immune system. Although further biological experimental analysis and interpretation need to be conducted to determine the best candidate gene(s) in both preliminary analyses, the initial results show promise in using the OSGaBi biclustering family for discovering novel blood biomarkers to act as surrogate tissue material in the maintenance of health and the prevention of disease.

## Conclusions

A family of parsimonious Gaussian mixture models for the biclustering of gene expression data has been proposed. These models work in a one-way-supervised fashion in that the variable labels are known. The binary and row-stochastic factor loadings matrix results in a block-diagonal covariance matrix, which can be a useful property in biclustering applications for dictating the relationships between the variables. A promising application for our method is in the discovery of novel peripheral blood biomarkers for use as surrogate biopsy material.

## Additional file

Additional file 1 Supplementary files.

## Abbreviations

AECM: Alternating expectation-conditional maximization
AIC: Akaike information criterion
ARI: Adjusted rand index
BIC: Bayesian information criterion
DAVID: Database for annotation: visualization and integrated discovery
EM: Expectation-maximization
GEO: Gene expression omnibus
ICL: Integrated completed likelihood
MAP: Maximum *a posteriori*
MFA: Mixtures of factor analyzers
MFABC: Mixtures of factor analyzers for biclustering
MLE: Maximum likelihood estimates
OSGaBi: One-way supervised Gaussian biclustering
PGMM: Parsimonious Gaussian mixture model
PPCA: Probabilistic principal components analysis
TA: Tibialis anterior
ZDF: Zucker diabetic fatty

# Supplementary material for: Two-way learning with one-way supervision for gene expression data
**Source:** BMC Bioinformatics. 2017 Mar 4;18:150. doi: 10.1186/s12859-017-1564-5
**Supplement:** Additional file 1 — Supplementary files.

Appendix

The resulting AEEM parameter updates for the remaining OSGaBi models are listed below.

Model UUU

$$\begin{aligned}\beta_g &= \Lambda'_g(\Lambda_g\Lambda'_g + \Psi_g)^{-1} \\ \Theta_g &= \mathbf{I}_q - \beta_g\Lambda_g + \beta_g\mathbf{S}_g\beta'_g \\ \hat{\Psi}_g &= \text{diag}\{\mathbf{S}_g - \Lambda_g\beta_g\mathbf{S}_g\}\end{aligned}$$

Model UCU

$$\begin{aligned}\Psi_g &= \Psi \\ \beta_g &= \Lambda'_g(\Lambda_g\Lambda'_g + \Psi)^{-1} \\ \mathbf{S}_g &= \frac{1}{n_g} \sum_{i=1}^n \hat{z}_{ig}(\mathbf{x}_i - \boldsymbol{\mu}_g)(\mathbf{x}_i - \boldsymbol{\mu}_g)' \\ \Theta_g &= \mathbf{I}_q - \beta_g\Lambda_g + \beta_g\mathbf{S}_g\beta'_g \\ \hat{\Psi} &= \sum_{g=1}^G \hat{\pi}_g \text{diag}\{\mathbf{S}_g - \Lambda_g\beta_g\mathbf{S}_g\}\end{aligned}$$

Model UUC

$$\begin{aligned}\Psi_g &= \psi_g\mathbf{I}_p \\ \beta_g &= \Lambda'_g(\Lambda_g\Lambda'_g + \psi_g\mathbf{I}_p)^{-1} \\ \hat{\psi}_g &= \frac{1}{p} \text{tr}\{\mathbf{S}_g - \Lambda_g\beta_g\mathbf{S}_g\}\end{aligned}$$

Model UCC

$$\begin{aligned}\Psi &= \psi\mathbf{I}_p \\ \beta_g &= \Lambda'_g(\Lambda_g\Lambda'_g + \psi\mathbf{I}_p)^{-1} \\ \hat{\psi} &= \frac{1}{p} \sum_{g=1}^G \hat{\pi}_g \text{tr}\{\mathbf{S}_g - \Lambda_g\beta_g\mathbf{S}_g\}\end{aligned}$$

Model CCU

$$\begin{aligned}\Lambda_g &= \Lambda, \Psi_g = \Psi \\ \beta &= \Lambda'(\Lambda\Lambda' + \Psi)^{-1} \\ \mathbf{S} &= \sum_{g=1}^G \hat{\pi}_g\mathbf{S}_g \\ \Theta &= \mathbf{I}_q - \beta\Lambda + \beta\mathbf{S}\beta' \\ \hat{\Psi} &= \text{diag}\{\mathbf{S} - \Lambda\beta\mathbf{S}\}\end{aligned}$$

Model CUC

$$\begin{aligned}\Lambda_g &= \Lambda, \Psi_g = \psi_g \mathbf{I}_p \\ \beta_g &= \Lambda'(\Lambda\Lambda' + \psi_g \mathbf{I}_p)^{-1} \\ \hat{\psi}_g &= \frac{1}{p} \text{tr} \{ \mathbf{S}_g - 2\Lambda\beta_g\mathbf{S}_g + \Lambda\Theta_g\Lambda' \}\end{aligned}$$

Model CCC

$$\begin{aligned}\Lambda_g &= \Lambda, \Psi = \psi \mathbf{I}_p \\ \beta &= \Lambda'(\Lambda\Lambda' + \psi \mathbf{I}_p)^{-1} \\ \hat{\psi} &= \frac{1}{p} \text{tr} \{ \mathbf{S} - \Lambda\beta_g\mathbf{S} \}\end{aligned}$$

How the deposited data were processed for this re-analysis (not part of the article)

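Whole blood RNA of 20 rats, 5 lean, 5 untreated ZDF, 5 ZDF given rosiglitazone and 5 ZDF given resveratrol, was measured with 1 Affymetrix Rat Gene 2.1 ST array per rat. The authors made the values with robust multi-array averaging, and the deposited values are log2 intensities of 36685 transcript clusters per array. The version of that step is not given in the sources used here. The lean and ZDF arrays are those of the paper's analysis, and the treated arrays are reported in the closing section.

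Transcript clusters were named from the platform annotation, in which 14824 have 1 gene symbol, 829 have several and 21032 have none here. Clusters with several symbols or none were left out, symbols were checked by Entrez identifier against the RefSeq gene table of assembly GRCr8, and the table served for names and neighbouring genes only. Clusters with a mean over the 20 arrays below the median of all clusters' means were removed, and for genes with several clusters the brightest was used, which gave 8499 genes.

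Each gene was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings), with n = 5 arrays per group. ZDF was compared with lean on the 10 arrays of these groups, and rosiglitazone with ZDF, resveratrol with ZDF and rosiglitazone with resveratrol on all 20 arrays with 4 group means. p values were adjusted by Benjamini and Hochberg, with a threshold of 0.05. Comparisons of the treated with the lean rats were added after the data were seen. The smallest and largest values of each group served to count genes whose groups do not overlap.

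Gene lists (26, all with 3 or more kept members) were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over the lists. They cover red cells and reticulocytes, neutrophils, monocytes, B cells, T cells, NK and cytotoxic cells, platelets, eosinophils with basophils and mast cells, the interferon response, inflammatory cytokines and NF-kB, insulin signalling, fatty acid oxidation, the tricarboxylic acid cycle and pyruvate, amino acid metabolism, fatty acid and cholesterol synthesis, lipid handling, the proteasome, the ubiquitin pathway, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis and the pentose phosphate pathway, the unfolded protein and heat shock response, antioxidant genes, the cell cycle, liver-enriched genes and skeletal muscle. The lipid handling list also holds PPAR targets, and the list of antioxidant genes also holds SIRT1 related genes. Beside camera, the list mean of each rat was tested by exact permutation of the rats, and camera was repeated with the correlation estimated from the data.

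The genes named were, first, the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05 whose groups do not overlap, leaving out locus numbers and predicted family names. Where fewer than 5 genes passed, the 10 genes with the smallest p were named, said to have not passed. Second, up to 3 members with the smallest p were named from each list that was called or had 3 or more members past the test. 3 further genes of the rule were not analysed here. Genes outside this rule are said to have been picked after their values were seen.

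Alternatives set beforehand were no filter, the 8801 genes with the highest mean, quantile normalization, centring each array on its median, the other set of arrays in the fit, the mean of a gene's clusters, a trended robust prior, array weights, a block for the replicate number, the mean of the red cell list as a covariate, and leaving out each array in turn. The lists were planned without the centring, the prior, the weights, the mean of clusters and the 8801 genes, and the counts of kept genes with the 25th and 75th percentiles. Added after the data were seen were centring for the lists, the count of genes without a filter, the SD of each array as a covariate, the difference of the myeloid and lymphoid list means as a covariate, and leaving out 3 arrays that stand apart. For ZDF against lean, a linear model of each list mean per rat on group and array SD was added as well.

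The steps were tested on simulated data with the observed spread of the genes. With 5 arrays against 5, 17.9%, 79.1% and 97.0% of genes changed by 0.5, 1 and 1.5 on the log2 scale were called, and 7 of 8299 unchanged genes. In the fit of all 20 arrays these shares were 16.4%, 85.1% and 98.5%, and 6 of 8299 unchanged genes were called. A monocyte list shifted by 0.5 was called in both fits and 0 of the 25 other lists by camera. The simulated genes varied independently of each other, so this says nothing on false list calls among correlated genes. Figures were drawn with matplotlib 3.10.9 and tables with pandas 2.3.3 in Python 3.11.15. The liver and muscle arrays, the human data and the simulations of the paper were not analysed here.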

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

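The linear model of list means per rat and the tests of skeletal muscle RNA, of lymphocytes alone and of lean rats under the rosiglitazone label were chosen after the result was seen, as were the settings with the SD of the arrays or the cell mix as a covariate.

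In lean replicate 1 skeletal muscle transcripts were high, with a median rise over the other 4 lean arrays of 2.38 on the log2 scale, and 17 of 18 named genes had their highest value of the 20 arrays there. Heart markers were not raised (median -0.22 over 7 genes), and the other genes of the same range of levels had a median of 0.00 (0.003), which argues against heart tissue and an array-wide rise of dim genes. Tnnt3 stood at 7.15 and Ckm at 6.10, against at most 4.40 and 3.65 on the other arrays. A trace of skeletal muscle taken up with the blood is a candidate explanation, and a difference in the rat itself was not tested.

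Myeloid markers were higher and lymphocyte markers lower in untreated ZDF than in lean blood. With the SD of each array as a covariate the T cell list was still called (-0.31, camera adjusted p = 0.000549), but a call that an estimated correlation ends with all arrays (0.528) and a standard error over rats of 0.21 leave spread open for T cells, while monocytes (0.55, standard error 0.14) and B cells (-0.59, standard error 0.21) argue against a wider spread of the lean arrays as the whole cause. Without lean replicate 1 T cells differed by -0.37 (camera adjusted p = 0.000249, exact permutation p = 0.0476) and monocytes by 0.53 (permutation p = 0.0159), which argues against the muscle RNA. A lower share of lymphocytes alone would raise monocyte and platelet markers alike. Their difference rose by 0.83 (-1.71 ± 0.20 in ZDF and -2.55 ± 0.22 in lean blood, SD, n = 5 each, exact permutation p = 0.00794) and by 0.65 (standard error 0.19) beside the SD of the arrays. That difference restates the monocyte rise and the platelet fall already seen. A fall of platelets beside that of lymphocytes would give it too, so it does not show a change of myeloid cells. A shift in the mix of myeloid cells and lymphocytes with the ZDF state is a candidate explanation. Diet differs along with the groups and was not tested, nor were blood counts or expression within the cells.

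Snrpgl2 and H2ac12 lay near the lean level in rosiglitazone-treated rats (5.65 ± 0.47 and 5.33) and near the untreated ZDF level in resveratrol-treated rats (3.36 ± 0.77 and 6.64). Lean rats under the rosiglitazone label would leave few genes apart, yet 1585 genes passed between rosiglitazone-treated and lean rats, where 23 passed between ZDF and lean rats in the same fit. Beside the myeloid minus lymphoid difference the rise of Snrpgl2 was 2.28 (adjusted p = 0.00561), whereas H2ac12 went from -1.09 (standard error 0.17) to -0.98 (-0.985, standard error 0.21, adjusted p = 0.191), a call lost mainly to the larger error though a lost call had been set as a sign of the mix, so for H2ac12 the mix stays open. Of 20 neighbouring genes of H2ac12, 0 parted the groups in this way (by non-overlap of all arrays, 0.0118 expected by chance) and Snrpgl2 has no place in the gene table, so a variant shared by relatives and an effect of the drug cannot be told apart. Hbb-b1, Krt86 and RGD1565183 parted the groups in the same way, 5 genes in all where 0.092 would if arrays were exchangeable, against 1 gene parting lean and resveratrol and 11 parting lean and ZDF from the other groups. Arrays of groups that differ are not exchangeable, so 0.092 does not give the number due to chance for such a split.

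Single arrays lay apart from the other 4 of their group by Dixon's test in 24 of 375 groups, where chance gives about 1 in 20, or 18.8. Among the gene lists these were cytosolic ribosomal proteins in lean replicate 3 (7.56, or 7.559, others 7.729 to 7.789), oxidative phosphorylation in lean replicate 5 (5.080, others 5.343 to 5.415), skeletal muscle in lean replicate 1 (5.628, others 3.203 to 3.435), the interferon response in ZDF replicate 4 (5.583, others 5.727 to 5.774), fatty acid and cholesterol synthesis in ZDF replicate 2 (4.314, others 4.457 to 4.508), antioxidant genes in ZDF replicate 1 (6.356, others 6.476 to 6.502), NK and cytotoxic cells in rosiglitazone replicate 5 (3.998, others 4.457 to 4.609) and monocytes in resveratrol replicate 1 (4.550, others 5.242 to 5.473). In the lean and ZDF groups these genes were Fn1 in lean replicate 2 (6.100, others 7.439 to 7.567), and Idh3a and Adgre4 in ZDF replicate 5 (4.166, others 4.666 to 4.810, and 7.226, others 7.671 to 7.771), Ebf1 in ZDF replicate 2 (4.243, others 5.080 to 5.181) and Chst7 in ZDF replicate 3 (3.370, others 2.714 to 2.843). With rosiglitazone they were Snrpgl2 and Ifgga2l1 in replicate 5 (4.838, others 5.720 to 6.005, and 4.956, others 5.885 to 5.938), Mybl2 and Cdca3 in replicate 2 (4.480, others 4.195 to 4.267, and 3.363, others 3.612 to 3.706), Hbb-b1 in replicate 3 (11.109, others 11.323 to 11.405) and Tlr2 in replicate 4 (2.631, others 3.620 to 3.864). With resveratrol they were Klrk1, Krt86 and Vpreb1a in replicate 1 (3.943, others 4.800 to 4.967, 3.962, others 3.623 to 3.715, and 6.306, others 3.052 to 3.590), Vom1r58 in replicate 5 (4.069, others 3.471 to 3.626) and Tnfrsf13c in replicate 4 (5.148, others 4.305 to 4.536).

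The arrays of treated rats, which the paper did not analyse, gave 14 genes past the test for rosiglitazone against ZDF, 4 for rosiglitazone against resveratrol, 1585 for rosiglitazone against lean and 1118 for resveratrol against lean. Of 100 splits of the 10 arrays of each pair of groups, drawn from 126 and fitted on those arrays alone, 1 split, the real one, gave as many genes in ZDF against lean (251, highest other 15), rosiglitazone against ZDF (12, highest other 2), rosiglitazone against resveratrol (4, highest other 1), rosiglitazone against lean (1303, highest other 1) and resveratrol against lean (994, highest other 2). Chance is thus an unlikely source of these counts. However, 100 splits cannot exclude it, and the comparisons were not adjusted for their number. For resveratrol against ZDF, with a real count of 0 by limma (highest other 2), all 100 splits give at least as many whatever the data, so they say nothing there (873 genes had an unadjusted p under 0.05 in the fit of all arrays).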

How the results depend on the processing

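The covariates of array SD and cell mix, leaving out 3 arrays that stand apart, centring for the lists, the number of genes kept without a filter and all settings of the comparisons of treated with lean rats were chosen after the data were seen. For ZDF against lean, the count of 251 genes became 144 with quantile normalization, 132 without the filter, 23 with all 4 groups in the fit, 75 with the replicate block, 512 with a trended robust prior, 504 with array weights, 8 with the array SD covariate and 0 by limma with the cell mix covariate (576 at an unadjusted p under 0.05), and 836 genes had an unadjusted p under 0.01. It ran from 46 to 459 with 1 array left out, beyond 1.5 times for every array but lean replicate 3, without lean replicates 1, 2, 4 and 5 at 79, 46, 63 and 459 and without ZDF replicates 1 to 5 at 60, 163, 129, 118 and 114. Of 9 lists called by camera, 0 held with an estimated correlation and 0 with the mix covariate. Exact permutation called 5 lists, 4 of the 9 and insulin signalling, 16 lists were called without the filter, the 9 among them, and 9 to 11 with 1 array left out. With the mix covariate, built from these lists, neutrophils turned to -0.220, B cells to 0.018, Mmp8 to -0.303 and S100a8 to -0.041.

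For rosiglitazone against ZDF, 14 genes became 22 with quantile normalization and 22 with centring (12 higher and 10 lower in each, against 10 and 4), 25 with a trended prior, 3 with the red cell covariate and 1 with the mix covariate, and 311 had an unadjusted p under 0.01. Without rosiglitazone replicates 1 and 5 and ZDF replicates 1, 2 and 4 the count was 7, 9, 9, 6 and 3. Of 10 lists, 0 held with an estimated correlation and 0 by permutation, 7 to 10 lists were called with 1 array left out, and neutrophils turned to -0.320 with the mix covariate. For resveratrol against ZDF, 206 genes had an unadjusted p under 0.01, and of 5 lists 0 held with an estimated correlation and 0 by permutation, while 8 lists were called without the filter, the 5 among them, and 2 to 8 with 1 array left out, skeletal muscle turning to -0.482 with the red cell covariate.

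For rosiglitazone against resveratrol, 4 genes became 9 with quantile normalization (6 higher and 3 lower), 7 with centring (5 and 2), 13 with a trended prior, 10 with array weights, 13 without the 3 arrays that stand apart, 8 with the array SD and 2 with the mix covariate, and 209 had an unadjusted p under 0.01. Without rosiglitazone replicates 3 and 4 and resveratrol replicates 1, 2 and 5 the count was 7, 11, 11, 7 and 8. Of 8 lists, 0 held with an estimated correlation and 0 by permutation (5 to 9 lists were called with 1 array left out), neutrophils turning to -0.423 and T cells to 0.027 with the mix covariate, and neutrophils ranging from 0.022 without rosiglitazone replicate 5 to 0.415 without rosiglitazone replicate 4. Against lean, rosiglitazone gave 1025 genes with quantile normalization, 632 without the 3 arrays, 785 to 1648 with 1 array left out, 50 with the array SD and 0 by limma with the mix covariate, and resveratrol 418 with quantile normalization, 317 to 1363 with 1 array left out, 128 with the red cell, 43 with the array SD and 3 with the mix covariate.

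The median correlation between arrays was 0.969 without the filter, and 4361 genes were kept at the 75th percentile and 14557 without a filter. The shared direction was 0.102 for rosiglitazone and 0.311 for resveratrol over genes with p under 0.01, 0.023 for rosiglitazone with quantile normalization and with split ZDF arrays -0.207 for rosiglitazone and -0.121 for resveratrol. The genes with p under 0.01 were selected in ZDF against lean on the same ZDF arrays, which can by itself raise the correlation. Over the gene lists 1736 of 2054 alternative values kept the direction of the camera statistic and the call (the sign of the list mean itself changed in 140 of the 2054), and over the named genes 2958 of 3388 kept direction and call. These counts include results not called in the main setting that stayed uncalled, so they overstate how well calls held. A call was lost with its direction kept in 137 list values and 301 gene values, and gained in 59 and 121. Replicate numbers did not pair ZDF with lean rats (r from -0.10 to 0.09). In the fit of all 4 groups the differences of ZDF from lean are the same as on the 10 arrays (median -0.083 in both), and only the estimate of error differs. The median SD of a gene was 0.314 with rosiglitazone and 0.297 with resveratrol, against 0.243 in lean and 0.256 in untreated ZDF rats. The cause of the other changes was not tested.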

Differences from the paper's values

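The paper reports 8801 genes after pre-processing without stating whether or how genes were filtered, for 30 samples of blood, liver and red TA of 10 rats. The count here is for 20 blood arrays, 10 of them of treated rats, so the samples are unlike. The count was 8499 with the filter at the median and 12289 at the 25th percentile, both within 1.5 times the paper's, and 4361 at the 75th, which lies further below it.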

Other observations

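The comparisons of treated with lean rats and the picks named as seen were chosen after the result was seen, and the lists and the comparisons between treated and untreated ZDF rats were planned. In rats given rosiglitazone, B cell, T cell and interferon transcripts were lower than in untreated ZDF blood (list means -0.46, -0.46 and -0.35, camera adjusted p = 1.54e-05, 4.39e-07 and 0.000841), and those of oxidative phosphorylation (0.18, adjusted p = 9.33e-06) and red cells (0.16, adjusted p = 0.0052) higher. These 5 calls held with each array left out but not with an estimated correlation (adjusted p = 0.455, 0.455, 0.455, 0.483 and 0.618), and exact permutation gave p = 0.0159 for the first 3, 0.0556 and 0.111. Neutrophils (0.36, adjusted p = 0.000225, 0.618 with an estimated correlation) were no longer called without rosiglitazone replicate 5 (0.13, adjusted p = 0.236). Also called were antioxidant genes (0.14, adjusted p = 0.014), the cell cycle (0.17, 0.0271), platelets (-0.16, 0.028) and inflammatory genes (0.12, 0.049), none with an estimated correlation (adjusted p = 0.455, 0.618, 0.791 and 0.618) and each lost without at least 1 rat (without rosiglitazone replicate 3 for antioxidant genes, 0.0605, without rosiglitazone replicates 2 to 4 or ZDF replicate 4 for the cell cycle, up to 0.137, without rosiglitazone replicates 1 and 5 or ZDF replicates 2, 3 and 5 for platelets, up to 0.336, and without rosiglitazone replicates 2, 3 and 5 or ZDF replicates 1, 3 and 5 for inflammatory genes, up to 0.159).

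Of single genes, Snrpgl2 rose by 2.04 (standard error 0.28, adjusted p = 0.00108), Gng12 by 1.19 (adjusted p = 0.00356) and Amn1 by 1.37 (adjusted p = 0.0152, and 0.0857 without ZDF replicate 4), and H2ac12 fell by 1.09 (adjusted p = 0.00356). Urah (0.82), Mast2 (0.97), Bckdk (1.03), Mybl2 (1.02), Chst7 (1.06), Rrm2 (1.27), Gstm5 (1.31), Klrk1 (-1.07) and Ifgga2l1 (-1.06) passed with adjusted p from 0.0168 to 0.0481, and each lost its call without 1 to 9 of the 10 rats in turn. RGD1565183, picked after its value was seen, fell by 1.62 (adjusted p = 0.025, up to 0.0938 without rosiglitazone replicate 1 or 3 or ZDF replicate 1 or 4). Its mean with rosiglitazone (2.326) lay below the filter threshold of 2.64. Named by the rule from the called lists but not passed (adjusted p 0.102 to 0.535) were Slc2a1 (0.67), Rhag (0.43) and Hbb-b1 (-0.30) of red cells, Il1r2 (1.25), Hp (0.84) and Retnlg (-1.17) of neutrophils, Ebf1 (-0.83), Jchain (-1.16) and Ms4a1 (-0.72) of B cells, Cd28 (-0.85), Cd8a (-0.66) and Themis (-0.97) of T cells, P2ry12 (-0.50), Gp1ba (-0.41) and Ptgs1 (-0.33) of platelets, Mx1 (-0.997), Gbp5 (-0.77) and Ifi27 (-0.59) of the interferon list, Ccl2 (0.76), Myd88 (0.49) and Ccl3 (-0.39) of inflammation, Ndufa11 (0.73), Uqcrc1 (0.73) and Ndufb8 (0.53) of oxidative phosphorylation, Nqo1 (0.74), Txnrd1 (0.80) and Foxo1 (-0.53) of the antioxidant list and Cdca3 (0.67) and Cdc20 (0.90) of the cell cycle. Without rosiglitazone replicate 3, Jchain (adjusted p = 0.0442) and Ccl2 (0.0500 when rounded) passed.

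In rats given resveratrol, monocyte transcripts were lower (-0.51, camera adjusted p = 5.45e-07) and red cell transcripts higher (0.27, adjusted p = 3.57e-06) than in untreated ZDF blood, in every fit with 1 array left out (adjusted p = 0.784 with an estimated correlation, exact permutation p = 0.0159 and 0.0397). The monocyte difference shrank to -0.35 without resveratrol replicate 1, which lay apart for this list. Platelets (0.15, adjusted p = 0.0145), oxidative phosphorylation (0.10, 0.0145) and NK and cytotoxic cells (-0.23, 0.0274) were called too (0.784 each with an estimated correlation), but platelets not without resveratrol replicate 4 or ZDF replicate 4 (up to 0.142), oxidative phosphorylation not without resveratrol replicates 1 and 3 or ZDF replicates 1 and 4 (up to 0.180), and NK cells not without resveratrol replicates 1 and 3 or ZDF replicate 4 (up to 0.281). No gene passed by limma (873 at an unadjusted p under 0.05), the smallest p being those of P2ry10 (-0.99), Adgre4 (-1.24), Treml4 (-1.01) and Bud23 (0.90), with adjusted p = 0.143 each, followed by Pilrb1l1 (-1.12) and Mybl2 (0.88) with 0.247, Cd244l1 (-1.37), Rbpms2 (0.89) and Klrk1 (-0.90) with 0.261 and Ppp2r5b (1.04) with 0.288. Of the other settings, only leaving out ZDF replicate 5 gave a gene past the test, 1 in number, the rise of Mybl2 (1.08, adjusted p = 0.0256). From the called lists, none of Trim58 (0.63), Dmtn (0.56) and Epor (0.57) of red cells, Cx3cr1 (-1.05) and Clec4a3 (-0.996) of monocytes, Klrc1 (-0.89) and Tbx21 (-0.32) of NK cells, Treml1 (0.56), Selp (0.56) and Vwf (0.40) of platelets and Uqcrc1 (0.53), Ndufa12 (0.53) and Atp5po (0.59) of oxidative phosphorylation passed (adjusted p 0.34 to 0.614).

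Between the drugs, Snrpgl2 was higher by 2.30 (adjusted p = 0.000132), H2ac12 lower (-1.30, adjusted p = 0.000195) and Prok2 higher by 1.52 (adjusted p = 0.013, and 0.0527 without rosiglitazone replicate 1) with rosiglitazone, and RGD1565183 was lower (-2.12, adjusted p = 0.00117), picked after its value was seen. The other 7 of the 10 genes with the smallest p under the rule did not pass, namely Treml4 (1.06, adjusted p = 0.0505) and, at 0.0534 each, Pilrb1l1 (1.23), Hmox1 (0.87), Gng12 (0.91), Krt86 (-0.74), Vpreb1a (2.27) and Vom1r58 (0.86). With 1 array left out each of these but Krt86 passed, Treml4, Pilrb1l1 and Hmox1 without rosiglitazone replicate 4 among others (lowest adjusted p 0.00662), Gng12 without rosiglitazone or resveratrol replicate 3 (0.0139), Vpreb1a without resveratrol replicate 1 (0.000133) and Vom1r58 without resveratrol replicate 5 (0.0336), and Treml4, Pilrb1l1, Hmox1 and Krt86 passed after quantile normalization (0.0245, 0.0245, 0.0414 and 0.0359) and the first 3 after centring. Each of the 7 but Krt86 passed also with a trended robust prior, array weights or the replicate block, and Krt86, Treml4, Pilrb1l1 and Hmox1 with the SD of each array as a covariate, a setting chosen after the data were seen. Monocyte (0.52, adjusted p = 4.46e-09, 0.240 with an estimated correlation) and inflammatory transcripts (0.21, 0.00169, 0.390) were higher and platelet (-0.31, 7.34e-08, 0.390) and T cell transcripts (-0.26, 0.000896, 0.816) lower with rosiglitazone, in every fit with 1 array left out. Neutrophils (0.25, adjusted p = 0.0104, 0.929 with an estimated correlation), B cells (-0.25, 0.00715, 0.771), the proteasome (0.11, 0.0169, 0.816) and liver-enriched genes (0.28, 0.0270, 0.240) were called but lost without some single rats, up to 0.971 without rosiglitazone replicate 5 for neutrophils, 0.0739 without resveratrol replicate 2 for B cells, 0.110 for the proteasome and 0.232 for liver-enriched genes. Not passed among the genes of these lists (adjusted p 0.172 to 0.71) were Pglyrp1 (0.74), Hp (0.68) and Trem1 (0.58), Adgre4 (0.96), Clec4a3 (1.04, but 0.0387 without rosiglitazone replicate 4) and Cx3cr1 (0.97), Pax5 (-0.72), Tnfrsf13c (-0.61) and Fcer2 (-0.47), Tcf7 (-0.54), Lck (-0.56) and Cd4 (0.51), Treml1 (-0.56), Ptgs1 (-0.52) and Gp5 (-0.47), Ccl2 (0.71), Nfkbia (0.72) and Tlr2 (0.61), Psmb3 (0.40), Psmd13 (0.27) and Psmc1 (0.32), and C3 (0.83), Hpd (0.35) and Ttr (0.23). None of the list calls in these comparisons of treated rats holds after adjusting the permutation p over the lists.

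Against lean rats, rosiglitazone-treated rats gave 1585 genes (354 higher and 1231 lower) and resveratrol-treated rats 1118 (232 and 886), where untreated ZDF rats gave 23 in the same fit, a difference that was not itself tested. Centring moved the median of all genes by 0.155 and 0.158 and turned the splits to 807 higher and 625 lower and to 624 and 342, and quantile normalization to 471 and 554 and to 198 and 220. Without lean replicates 1 and 4 and rosiglitazone replicate 5 the first count was 954, 994 and 785, and without lean replicates 1, 2 and 4 and resveratrol replicates 1 and 3 the second was 343, 587, 317, 318 and 647. Over all genes, the difference of a treated group from untreated ZDF correlated with that of the lean group from untreated ZDF at -0.034 for rosiglitazone and 0.078 for resveratrol, where 100 simulations without group differences, with 1 set of ZDF arrays shared, gave a mean of 0.533 (-0.047 to 0.899).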
